# Chronic Disruption of the Late Cholesterol Synthesis Leads to Female-Prevalent Liver Cancer

**DOI:** 10.3390/cancers12113302

**Published:** 2020-11-09

**Authors:** Kaja Blagotinšek Cokan, Žiga Urlep, Gregor Lorbek, Madlen Matz-Soja, Cene Skubic, Martina Perše, Jera Jeruc, Peter Juvan, Tadeja Režen, Damjana Rozman

**Keywords:** cholesterol biosynthesis, hepatocellular carcinoma, lanosterol 14α-demethylase (CYP51), sex dimorphism

## Abstract

**Simple Summary:**

Hepatocellular carcinoma is a disease with a variety of molecular triggers and is usually reported to prevail in males. However, after the menopause, the disease is also increasing in the female population. Herein, we discovered that chronic depletion of cholesterol synthesis due to the knock-out of the gene *Cyp51* from this pathway leads to female prevalent hepatocarcinogenesis in aging mice. There is a high similarity between our mouse model and the situation in humans. Multiple deregulated pathways of hepatocarcinogenesis are shared. A female-dependent metabolic reprogramming leading to this type of liver cancer is exposed for the first time and reflects on deregulated cholesterol synthesis as the metabolic trigger. These data are of crucial importance. Despite the higher overall prevalence of hepatocellular carcinoma in males, we need tools and biomarkers to further stratify patients and offer better diagnosis and treatment options to both sexes.

**Abstract:**

While the role of cholesterol in liver carcinogenesis remains controversial, hepatocellular carcinoma generally prevails in males. Herein, we uncover pathways of female-prevalent progression to hepatocellular carcinoma due to chronic repression of cholesterogenic lanosterol 14α-demethylase (CYP51) in hepatocytes. Tumors develop in knock-out mice after year one, with 2:1 prevalence in females. Metabolic and transcription factor networks were deduced from the liver transcriptome data, combined by sterol metabolite and blood parameter analyses, and interpreted with relevance to humans. Female knock-outs show increased plasma cholesterol and HDL, dampened lipid-related transcription factors FXR, LXRα:RXRα, and importantly, crosstalk between reduced LXRα and activated TGF-β signalling, indicating a higher susceptibility to HCC in aging females. PI3K/Akt signalling and ECM-receptor interaction are common pathways that are disturbed by sex-specific altered genes. Additionally, transcription factors (SOX9)2 and PPARα were recognized as important for female hepatocarcinogenesis, while overexpressed *Cd36*, a target of nuclear receptor RORC, is a new male-related regulator of ECM-receptor signalling in hepatocarcinogenesis. In conclusion, we uncover the sex-dependent metabolic reprogramming of cholesterol-related pathways that predispose for hepatocarcinogenesis in aging females. This is important in light of increased incidence of liver cancers in post-menopausal women.

## 1. Introduction

Metabolic abnormalities result in metabolic associated fatty liver disease (MAFLD), previously termed (NAFLD), which affects over 30% of the western population and has no approved drug therapies [1]. MAFLD can further develop into hepatocellular carcinoma (HCC) and both diseases are predicted to increase in the following decades [2], not only in men but also in women [3].

Among the lipid factors associated with progressive liver damage is also cholesterol. The cellular cholesterol concentrations are fine-tuned by a balance of synthesis, uptake, and efflux [4]. Genes of cholesterol synthesis differ in their susceptibility to loss of function mutations and can affect cell metabolism in different manners, from promoting cell survival towards manifesting in malignancies [5,6]. Linking cholesterol synthesis and liver disease remains controversial. Cholesterol synthesis was shown to support the growth of HCC lesions after depletion of fatty acid synthesis [7,8], indicating crosstalk between fatty acid and cholesterol pathways in carcinogenesis. Overexpression of the squalene epoxidase enzyme of cholesterol synthesis was identified as a driver of NAFLD-induced HCC [9]. On the other hand, blocking cholesterol synthesis at the lanosterol 14α-demethylase (CYP51) step leads to the prepubertal onset of liver injury with ductular reaction and fibrosis and a pronounced male prevalent liver dysfunction before puberty [10]. In young adults, the liver damage was more prominent among female mice due to diminished cholesterol esters and elevated sterol substrates [11].

The sex disparity in liver pathologies is far from conclusive. While some studies do not describe sex as a cofounding factor [7,9,12,13], there is increasing evidence that after the menopause MAFLD occurs at a higher rate in women compared to men [14]. Female and male livers are metabolically distinct organs, which was demonstrated also in mathematical models of the liver with unique regulators of sex-specific metabolic outcomes [15]. A recent review concluded that clinical and epidemiological studies frequently fail to address sex differences appropriately [14].

This study aimed to address the long-term effect of disrupted liver cholesterol synthesis where the *Cyp51* knock-out (KO) model of aging mice was applied in light of the relevance to humans. Surprisingly, the tumors developed spontaneously mainly in female aging mice. We identified novel metabolic pathways and transcription factors that can be linked to metabolism associated with female-prone hepatocarcinogenesis. We provide mechanistic insights into the metabolic reprogramming in this type of liver cancer, with special attention to that of females.

## 2. Results

### 2.1. Long-Term Hepatocyte Deletion of Cyp51 from Cholesterol Synthesis Results in HCC

We wanted to understand how the long-term depletion of cholesterol synthesis influences liver physiology. We expected that due to the damaged livers in young adulthood [16], the mice would have a shortened life span. In contrary to expectations, mice lived at least until 24 months (M). Their livers did not become cirrhotic but started to develop liver tumors between 12M and 24M of age. Hepatomegaly was more pronounced in females’ KOs (Table S1). The histopathological examination of livers identified moderate to severe ductular reaction bridging the adjacent portal tracts, accompanied by mild inflammation (predominantly mononuclear cells; arrows in Figure 1A), and fibrosis. Importantly, fibrosis was more pronounced in females (Sirius red staining (SR); Figure 1B). Yellow pigment likely representing lipofuscin (arrow in Figure S1) was observed in areas of ductular reaction, sometimes surrounded by other hepatic cells, evaluated as macrophages (stars in Figure 1A).

The incidence of tumors by sex end genotype is presented in Table S2. Liver tumors were observed initially in 12M female and 18M male KO mice (Figure 2Aa). They were defined as macroscopically visible nodules (>1 mm) of various colours. At 24M, the incidence of tumors was 77.8% for females and 50% for males and were observed only in KO mice. In wild-types (WT), a single tumor was found in a 2-year male, histologically described as adenoma (Table S2). At 24M, the KO mice showed a decreased body weight compared to controls, significantly higher liver weight, and elevated relative liver weights. This was especially true for female mice with liver tumors (Figure S2 and Table S1). Tumors were histologically classified as eosinophilic/clear cell nodules, hepatocellular adenomas, or HCCs according to published criteria [17]. None of the tumors showed histological features of biliary tumor, e.g., biliary adenoma or cholangiocarcinoma.

Histologic evaluation is often sufficient for distinguishing the two types of primary hepatocellular tumors (HCC and cholangiocarcinoma), except in the case of poorly differentiated tumors. For further molecular analyses, we selected only tumors histologically classified as HCC, with features such as the absence of portal tracts and hepatic lobules, thickened hepatic plates, solid growth, focal tubular or pseudoglandular structures, focal necrosis, numerous apoptotic cells, and presence of cellular and nuclear polymorphism with brisk mitotic activity (Figure 2Ab,c).

Histologic evaluation is the gold standard in distinguishing the two most common primary hepatocellular tumors, namely hepatocellular carcinoma (HCC) and cholangiocarcinoma, except in the case of poorly differentiated tumors. Immunohistochemistry is a useful tool in determining the histogenesis of tumours. However, no single marker has been found that is completely specific for HCC. Among many different HCC markers, we decided for glutamine synthetase (GS), as it was recognized as the single best immunostain for identifying hepatocellular tumors in mice in a recent study [18]. As expected for normal liver tissue, positive GS staining was observed in pericentral hepatocytes (PC), but not in midzonal (M) or periportal (PP) hepatocytes (Figure 2Ba). Different staining patterns were observed in tumor tissue of *Cyp51* KO mice, from scattered focal (Figure 2Bb), to diffuse staining of neoplastic hepatocytes (Figure 2Bc).

### 2.2. Sex-Dependent Progression from Metabolism Associated Liver Disease towards HCC

To learn about molecular changes based on long-term metabolic insult—the ablation of *Cyp51* in hepatocytes—we assessed the hepatic expression of particular genes linked to cholesterol homeostasis during aging and measured multiple metabolites and markers in the blood of females and males. The results are presented graphically in Figure 3, with the most statistically significant changes between the groups (male, female, WT, *Cyp51* KO) over all time points (12M, 18M, 24M) in Table S3. At the expression level, deregulation of cholesterol synthesis genes (Table S3) was, during aging, more pronounced in female livers (Figure 3A: *Cyp51* KO—violet line, WT—black line) compared to those of males (Figure 3A: *Cyp51* KO—green line, WT—blue line). The key regulatory gene of cholesterol synthesis *Hmgcr* is, over time, overexpressed in the KOs, particularly in females at 12M. While at 12M *Cyp51* is downregulated in the livers of *Cyp51* KO, this is not the case anymore at older age. We were initially intrigued by this finding. However, the *Cyp51* is knocked-out only in the hepatocytes and not in other cell types of the liver that seem to complement for the *Cyp51* loss and increase its expression. If we look into the cholesterol synthesis gene expression in the tumors at 24M (Table S4), all genes except *Cyp51* were upregulated, as expected for feedback regulation after the block in cholesterol synthesis, again significantly only in the female knock-outs. 

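Cyp51, the lanosterol 14α-demethylase deleted in these hepatocytes, fell in both sexes, with a log2 fold change of -2.91 (standard error 0.26, adjusted p = 2.3e-05) in 4 KO against 4 WT females and -2.54 (standard error 0.32, adjusted p = 8.0e-04) in 2 KO against 4 WT males. Sqle, which encodes squalene epoxidase, rose in females by a log2 fold change of 0.90 (standard error 0.24, adjusted p = 0.0232), and its value in males was 0.79 (standard error 0.29, adjusted p = 0.175). Lss, which makes lanosterol, had a log2 fold change of 1.13 (standard error 0.41, adjusted p = 0.0954) in females, and Nsdhl, a later enzyme of the pathway, had 0.58 (standard error 0.21, adjusted p = 0.0844). Dhcr7, which catalyses a last step to cholesterol, had 0.37 (standard error 0.20, adjusted p = 0.27). Of 15 measured genes of cholesterol synthesis other than Cyp51, 1 rose, 1 fell and 13 did not pass the test (7 rose and 2 fell when adjusted over the list alone) in females. The 1 that fell was Ebp, the sterol isomerase, with -0.71 (standard error 0.19, adjusted p = 0.0237). In males 0 rose, 0 fell and 15 did not pass the test (0 rose and 0 fell when adjusted over the list alone). The list was higher in KO females (adjusted p = 0.0254 from camera, and adjusted p = 0.549 with an estimated correlation) and in KO males (adjusted p = 0.0204 from camera, and adjusted p = 0.558 with an estimated correlation). For the difference between the sexes, Sqle had a log2 value of 0.12 (standard error 0.37, adjusted p = 0.9996) and the list had adjusted p = 0.979 from camera. The KO value of a mouse is the mean of its tumor and surrounding arrays, and Hmgcr had no named feature. Whether the Cyp51 feature lies in the deleted exons was not tested, so its value may count residual transcript. From the arrays, the paper names Cyp51 as the exception to the rise of cholesterol synthesis genes in tumors. The fall on these arrays differs from the paper's statement, from qPCR, that Cyp51 was no longer lower in KO livers of older mice. The qPCR values were not in the file, so the cause of this gap was not tested. A call ended when 1 mouse was left out for Sqle in females without mouse 2, 4, 8 or 9 (adjusted p from 0.0599 to 0.0695), Ebp in females without mouse 3, 4, 7 or 10 (adjusted p from 0.0537 to 0.0852), the cholesterol synthesis list in females without mouse 4, 9 or 10 (adjusted p from 0.0705 to 0.106) and the cholesterol synthesis list in males without mouse 5 or 14 (adjusted p from 0.0788 to 0.201). Sqle in males passed with each array as its own replicate (adjusted p = 0.0443). Lss in females passed with each array as its own replicate (adjusted p = 0.0281), with a random block for the mouse (0.0374) or without mouse 7 (0.0228). Nsdhl in females passed with each array as its own replicate (adjusted p = 0.0314), with quantile normalization (0.0486), without mouse 7 (0.0269) or without mouse 14 (0.0458). Ebp in females missed the threshold with tumor arrays alone (adjusted p = 0.0714). The cholesterol synthesis list in females missed the threshold with fry (adjusted p = 0.254) or with a background of genes with a log2 value of at least 6 (0.29). The cholesterol synthesis list in males missed the threshold with tumor arrays alone (adjusted p = 0.0778), with fry (0.369) or with a background of genes with a log2 value of at least 6 (0.302).

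**Figure D1:**
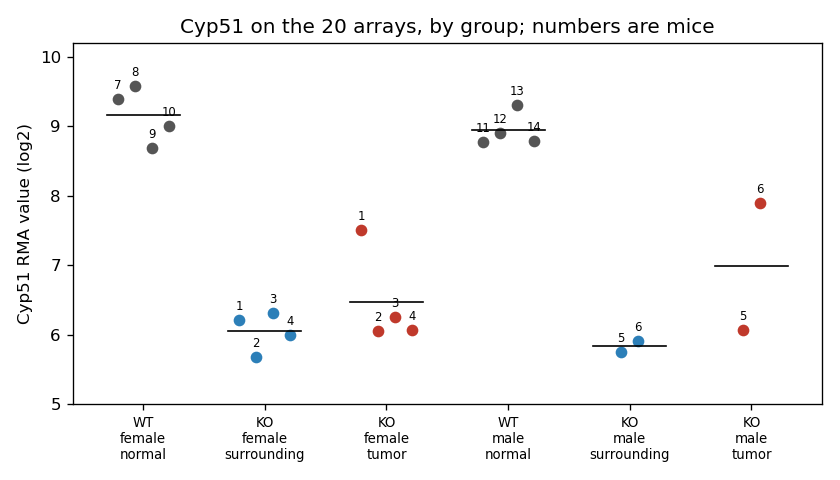
Log2 RMA values of Cyp51 on each of the 20 arrays, with the mouse number beside each point and a line at the mean of the group. The WT arrays lie between 8.69 and 9.58, the surrounding arrays of KO mice between 5.67 and 6.31, and the tumor arrays of mice 1 and 6 at 7.50 and 7.90.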

Investigation of bile acid (BA) synthesis pathway (Figure 3B, Table S3) showed the expression of *Cyp8b1*, *Cyp7a1* and *Cyp27a1* decreased in the KOs, with no significant sex differences. 

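Cyp7a1, the rate-limiting enzyme of the classical pathway of bile acid synthesis, had a log2 fold change of -2.42 (standard error 0.75, adjusted p = 0.0517) in KO females, and in KO males the change was -2.41 (standard error 0.92, adjusted p = 0.194). Cyp8b1, the sterol 12α-hydroxylase, had a log2 fold change of -2.13 (standard error 0.79, adjusted p = 0.101) in females. Cyp27a1, which opens the alternative pathway, fell in females by 0.77 (standard error 0.23, adjusted p = 0.0391) on the log2 scale, with a log2 fold change of -1.17 (standard error 0.28, adjusted p = 0.0312) in males. Cyp7b1, the oxysterol 7α-hydroxylase, had a log2 fold change of -0.39 (standard error 0.31, adjusted p = 0.467) in females, and it fell in males with -1.76 (standard error 0.39, adjusted p = 0.0215). Leaving out 1 mouse ended the call of Cyp27a1 in females without mouse 2, 3, 4, 7, 8, 9 or 10 (adjusted p from 0.0563 to 0.112), Cyp27a1 in males without mouse 5, 6, 11 or 12 (adjusted p from 0.053 to 0.293) and Cyp7b1 in males without mouse 5 or 12 (adjusted p from 0.0557 to 0.215). Cyp7a1 in females passed with each array as its own replicate (adjusted p = 0.0261), with a random block for the mouse (0.0308), with surrounding arrays alone (0.0398), with quantile normalization (0.0481), with centring on the median (0.0419), with the filter at a log2 value of 5 (0.042), with the filter at a log2 value of 6 (0.0364), without mouse 1 (0.0142) or without mouse 10 (0.0124). Cyp7a1 in males passed with the mice of that sex alone (adjusted p = 0.0337). Cyp8b1 in females passed without mouse 1 (adjusted p = 0.0254) or without mouse 10 (0.02). Cyp27a1 in females missed the threshold with tumor arrays alone (adjusted p = 0.155). Cyp27a1 in males missed the threshold with surrounding arrays alone (adjusted p = 0.0714) or with the mice of that sex alone (0.0688). Cyp7b1 in males missed the threshold with surrounding arrays alone (adjusted p = 0.0821) or with the mice of that sex alone (0.0756).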

At 24M in tumors, *Cyp7a1* is significantly downregulated in the female KOs (Table S4), indicating a drop in the classical pathway of BA synthesis.

A major sex disparity was observed when monitoring the blood plasma biochemical parameters during aging. Total plasma cholesterol, free fatty acids (FFA), HDL (high-density lipoprotein cholesterol), and triglycerides (TG) showed opposite trends between sexes. Cholesterol and HDL were higher in KO females and were increasing by age, while they were lower in KO males compared to male controls, and decreasing with age. A significant increase in ALT in female *Cyp51* KO mice is an additional indication of chronic hepatic injury (Figure 3C and Table S3), which is more prominent in females.

To quantify the primary molecular insults in the livers, we measured sterol intermediates of cholesterol synthesis together with cholesterol (Figure 3D and Table S3). In the KO mice with inactivated CYP51A1 enzyme, its substrates lanosterol and dihydrolanosterol were highly elevated (~100-fold and ~500-fold, respectively), proving disrupted cholesterol synthesis. Dihydrolanosterol was higher than lanosterol, indicating that 24-dehydrocholesterol reductase (DHCR24) enzyme functions normally. Downstream the pathway, desmosterol was not significantly different between *Cyp51* KO and WT mice; however, zymostenol was higher in *Cyp51* KO livers. Small or no changes between the sexes were observed in intermediate sterols. In contrast to that, sex represents a statistically significant parameter for liver cholesterol in the interaction analysis between sex and age. Similarly as for plasma cholesterol, hepatic cholesterol is also increased in female mice during ageing, while this was not the case for males (Figure 3C,D and Table S3).

### 2.3. Transcriptome Analysis Identified Sex Differences in Gene Expression Linked to Hepatocarcinogenesis

We used Affymetrix microarrays for gene expression profiling of mouse liver samples from 24M *Cyp51* KO mice (24M KO) and controls (24M WT). 

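Liver RNA from 14 mice aged 24 months was hybridized to Affymetrix Mouse Gene 2.0 ST arrays, which measure transcripts by probes along the gene. Each of 4 KO females and 2 KO males gave 1 array of tumor and 1 array of surrounding tissue, and each of 4 WT females and 4 WT males gave 1 array of liver, which makes 20 arrays. The authors processed all arrays by RMA with oligo, and the deposited values are on the log2 scale. A gene symbol was listed for 25341 rows, and the row of highest mean was kept per gene, which left 23629 genes. Both arrays of a KO mouse were averaged, so that the mouse was the replicate, and limma was fitted to the means of the 4 groups of KO or WT females and males. Tumor was compared with surrounding tissue on the 12 KO arrays with the mouse as a block. Genes were called at an adjusted p under 0.05 by the Benjamini-Hochberg method. The number of arrays limits the precision, with a median standard error of 0.15 for the log2 fold change in females, 0.19 in males and 0.24 for the difference between the sexes. Xist and the Y-linked genes matched the labelled sex on 20 of 20 arrays.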

We performed an analysis of liver tumors and the surrounding tissue that is responsible for tumorigenesis. 

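Between the tumor and the surrounding tissue of the 6 KO mice, no gene passed the test of limma with the mouse as a block (0 of 23629, smallest adjusted p = 0.726), and 1443 genes had an unadjusted p under 0.05. The count was also 0 when the 20 arrays were fitted together with no term for the mouse or with the mouse as a random block. Of 30 markers of stellate cells, which make the scar matrix, 29 had a higher mean in tumor, with a median log2 difference of 0.31 (adjusted p = 4.3e-15 from camera, and adjusted p = 0.657 with an estimated correlation). For 13 markers of Kupffer cells, the resident macrophages, the median was 0.35 (adjusted p = 9.9e-09 from camera, and adjusted p = 0.657 with an estimated correlation). The endothelial list had a median of 0.18 over 24 genes (adjusted p = 1.7e-07 from camera, and adjusted p = 0.657 with an estimated correlation). Pericentral hepatocyte genes, expressed around the central vein, had 0.27 (adjusted p = 0.00416 from camera, and adjusted p = 0.657 with an estimated correlation), and the cell cycle list had a median of -0.09 (adjusted p = 0.00735 from camera, and adjusted p = 0.758 with an estimated correlation). When adjusted over the list alone, 7 stellate cell genes and 4 Kupffer cell genes were higher. Of 53 lists, 15 were higher and 1 lower in tumor, 10 passed without mouse 1, and none passed by fry. The call did not pass on leaving out 1 mouse for the pericentral hepatocyte list between tumor and surrounding tissue without mouse 1 or 2 (adjusted p from 0.104 to 0.208) and the cell cycle list between tumor and surrounding tissue without mouse 1 or 6 (adjusted p from 0.232 to 0.512). The pericentral hepatocyte list between tumor and surrounding tissue missed the threshold with no term for the mouse (adjusted p = 0.0973). The cell cycle list between tumor and surrounding tissue missed the threshold with a background of genes with a log2 value of at least 6 (adjusted p = 0.153).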

To monitor the progression of tumorigenesis, data was compared to precancerous stages at 19 weeks of age (19W KO *versus* 19W WT) [16] and discussed in view of the early processes towards carcinogenesis (Tables S5–S7).

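Arrays of KO mice separated from arrays of WT mice on the 50 genes of smallest p in the F test over genotype, sex and their interaction. With average linkage, all 12 KO arrays fell in 1 cluster and all 8 WT arrays in the other, and 20 of 20 arrays had a nearest array of the same genotype. These genes were chosen by the groups, so the separation on them is not independent of the labels. On the 1000 genes of largest variance, chosen without the labels, the nearest array had the same genotype for 19 of 20 arrays. For 7 of the 12 KO arrays it was the other array of the same mouse, which shares the genotype by construction (6 of 12 on the 50 genes). The array whose nearest array had the other genotype was the tumor array of KO female mouse 1, nearest to that of WT female mouse 7. On the first principal component, which carried 49.6% of the variance, it lay at -7.22 and the surrounding array of that mouse at 17.38. The other tumor arrays lay between 14.62 and 29.45 and the WT arrays between -34.47 and -15.62. Serpinb9e, a serine protease inhibitor of the serpin family, rose with a log2 fold change of 5.54 (standard error 0.68, adjusted p = 2.3e-04) in KO females.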

Hierarchical clustering of differentially expressed (DE) genes showed a clear difference between 24M WT and 24M KO mice for both sexes (Figure 4A). 

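In KO females 2736 genes changed, and 838 changed in KO males, of 23629 tested with limma. Of the genes called in either sex, 2075 (71.2%) were called in females alone, 661 (22.7%) in both and 177 (6.1%) in males alone. If the calls of the sexes were independent, 97.0 genes would be called in both, 55.3 of them in the same direction. Of the 2075 genes, 1978 (95.3%) had a fold change of the same sign in males, and 5 passed the test of the difference between the sexes. Their median absolute log2 fold change was 0.72 in females and 0.46 in males. On simulated data the test of the difference recovered 1.3% of differences of 0.5 and 36.3% of differences of 1. A gene that did not pass it is thus not shown to respond alike in both sexes. Ctnnb1, which encodes β-catenin, rose in females by a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.00414) and its value in males was 0.40 (standard error 0.13, adjusted p = 0.118). For Gsk3b, a kinase that marks β-catenin for degradation, the values were 0.60 (standard error 0.13, adjusted p = 0.00978) and 0.49 (standard error 0.16, adjusted p = 0.122), and for Lmna, which encodes lamin A, they were 0.74 (standard error 0.17, adjusted p = 0.0124) and 0.57 (standard error 0.21, adjusted p = 0.177). Nova1, an RNA-binding protein, fell in females with -0.72 (standard error 0.18, adjusted p = 0.0195). The male-biased urinary protein gene Mup20 rose in females with 4.43 (standard error 0.35, adjusted p = 9.2e-06), and its effect differed between the sexes by 4.14 (standard error 0.56, adjusted p = 0.0121). Gstp1, a glutathione transferase, rose in females with 1.79 (standard error 0.14, adjusted p = 9.0e-06), and the difference between the sexes was 1.27 (standard error 0.22, adjusted p = 0.101). The interactions of Ctnnb1, Gsk3b, Lmna and Nova1 had adjusted p = 0.9996 each. With 2 of the 4 KO females in the fit, between 783 and 2129 genes were called (median 1266 over the 6 choices), against 838 with 2 KO males. Only the choice of mice 1 and 4 gave fewer than 838. Without mouse 3, 1651 genes were called in females, 1114 of them in females alone. Without mouse 5, 6, 11 or 12, the male count was 349, 525, 506 or 533, and the count called in both sexes was 310, 356, 420 or 433. The count in males alone was 295, 39, 267, 86, 100 or 93 without mouse 2, 5, 8, 11, 12 or 14, and that in females alone was 1359 without mouse 4. From the counts, the paper states a sex imbalance in the number of deregulated genes. With 1 mouse left out, the threshold was missed by Nova1 in females without mouse 2 (adjusted p = 0.0527) and Mup20 for the interaction without mouse 5 (adjusted p = 0.0987). Ctnnb1 in males passed with each array as its own replicate (adjusted p = 0.0356). Gsk3b in males passed with each array as its own replicate (adjusted p = 0.0359). Gstp1 for the interaction passed without mouse 4 (adjusted p = 0.0384) or without mouse 6 (0.0372).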

Importantly, a clear sex imbalance in the number of DE genes was observed (Figure 4B), with more genes (63.4%) deregulated in the female livers, including *Ctnnb1*, *Gsk3b*, *Nova1*, *Lmna*, *Gstp1*, and *Mup20* (Table S8). 

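Ezh2, the methyltransferase of the polycomb repressive complex, had a log2 fold change of 0.59 (standard error 0.19, adjusted p = 0.12) in 2 KO against 4 WT males and 0.28 (standard error 0.16, adjusted p = 0.286) in females. For Foxa1, a pioneer factor of hepatocytes, the male and female values were -0.68 (standard error 0.21, adjusted p = 0.0988) and -0.33 (standard error 0.17, adjusted p = 0.247). For the tumor suppressor Rb1 they were 0.49 (standard error 0.15, adjusted p = 0.0877) and 0.02 (standard error 0.12, adjusted p = 0.922). Trp53 had no named feature. The test of the difference between the sexes gave adjusted p = 0.9996 for each of these 3 genes. Ezh2 in males passed with each array as its own replicate (adjusted p = 0.0262) or with surrounding arrays alone (0.0449). Foxa1 in males passed with each array as its own replicate (adjusted p = 0.0155), with a random block for the mouse (0.0278), with quantile normalization (0.0429) or without mouse 12 (0.0449). Rb1 in males passed with each array as its own replicate (adjusted p = 0.0218), with a random block for the mouse (0.0342) or with the filter at a log2 value of 6 (0.0472). Ezh2 in males stood at 0.39 without mouse 5 on the log2 scale.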

Among the DE genes deregulated only in males (11.6%) were *Trp53, Ezh2*, *Foxa1*, and *Rb1*. 

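Of the genes that changed in KO females 1739 rose (63.6%) and 997 fell, and in KO males 634 rose (75.7%) and 204 fell. Cd34, a marker of capillarized sinusoids, rose with log2 fold changes of 1.48 (standard error 0.22, adjusted p = 8.6e-04) in females and 2.07 (standard error 0.27, adjusted p = 0.00128) in males. Col1a1, the fibrillar collagen of scar tissue, rose with 2.15 (standard error 0.23, adjusted p = 7.2e-05) and 2.40 (standard error 0.28, adjusted p = 5.7e-04). Casp4, an inflammatory caspase, had 2.22 (standard error 0.38, adjusted p = 0.00177) and 2.13 (standard error 0.46, adjusted p = 0.0203). The shares depended on the scaling of the arrays. After quantile normalization over the tested genes 1372 genes rose (52.3%) and 1250 fell in females, and 520 (64.5%) rose in males. After centring each array on its median 1422 genes rose (50.8%) and 1378 fell in females. The counts also moved when 1 mouse was left out, and without mouse 5 or 6 only 1 KO male is left. Without mouse 3 in females 1118 rose and 533 fell, and without mouse 4 639 fell. In males 302 rose and 47 fell without mouse 5, 133 fell (74.7% of the changed genes rose) without mouse 6, 405 rose and 101 fell without mouse 11, 423 and 110 without mouse 12, and 417 rose without mouse 14. Leaving out mouse 5, 6 or 11 ended the call of Casp4 in males. Without mouse 5 or 6 only 1 KO male is left, so the loss can follow from the smaller group. Casp4 in males missed the threshold with the mice of that sex alone (adjusted p = 0.079).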

In both sexes, a majority of DE genes were positively enriched (56% in females and 68% in males) (Figure 4B). Using NetworkAnalyst [19], the functionally enriched networks of DE genes showed that positively enriched genes were mostly involved in pathways related to cancer and the extracellular matrix (ECM)-receptor interaction pathway, while genes from metabolic pathways were negatively enriched, especially among female KOs (Figure 4C).

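By camera, the lists of cancer and oncofetal markers and of dividing cells were higher in KO females, and that of hepatocyte genes was lower. None of these lists passed with an estimated correlation. By an exact permutation test of the mean score per mouse, each had p = 0.0286 and adjusted p = 0.0473 in females. With 4 against 4 mice this is the smallest p that test can give, and it does not compare a list with other genes. Of 26 cancer and oncofetal markers, 14 rose, 0 fell and 12 did not pass the test (18 rose and 1 fell when adjusted over the list alone) in females (adjusted p = 1.4e-10 from camera, and adjusted p = 0.0618 with an estimated correlation). Tspan8, a tetraspanin of epithelial tumors, rose with a log2 fold change of 3.82 (standard error 0.34, adjusted p = 2.4e-05), and Golm1, a Golgi protein, rose with 1.91 (standard error 0.26, adjusted p = 3.9e-04). Of 22 proliferation markers, 15 rose, 0 fell and 7 did not pass the test (21 rose and 0 fell when adjusted over the list alone) in females (adjusted p = 1.8e-12 from camera, and adjusted p = 0.148 with an estimated correlation), and 16 rose, 0 fell and 6 did not pass the test (21 rose and 0 fell when adjusted over the list alone) in males (adjusted p = 3.5e-23 from camera, and adjusted p = 0.0698 with an estimated correlation). Kif20a, a kinesin of cell division, rose with 1.24 (standard error 0.16, adjusted p = 2.8e-04) in females and 1.95 (standard error 0.19, adjusted p = 2.4e-04) in males. Of 24 abundant hepatocyte transcripts, 0 rose, 7 fell and 17 did not pass the test (0 rose and 14 fell when adjusted over the list alone) in females (adjusted p = 6.5e-07 from camera, and adjusted p = 0.142 with an estimated correlation). The cholangiocyte list was higher in females with a median log2 fold change of 1.31 (adjusted p = 1.7e-12 from camera, and adjusted p = 0.126 with an estimated correlation), and that of recruited macrophages with 1.73 (adjusted p = 3.6e-11 from camera, and adjusted p = 0.128 with an estimated correlation).

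**Figure D2:**
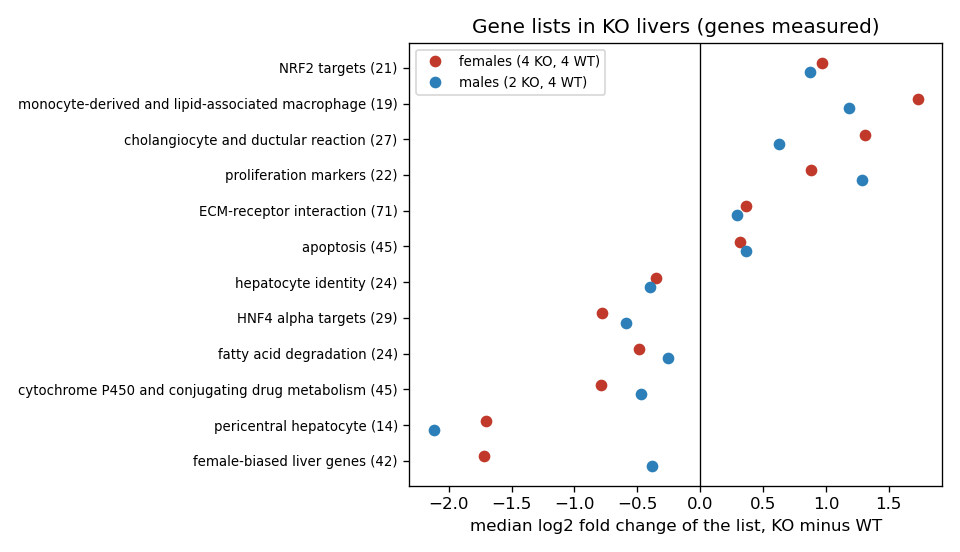
Median log2 fold change, KO minus WT, of 12 gene lists in females and in males, with the number of genes measured in brackets and a line at 0. The lists of NRF2 targets and recruited macrophages lie to the right in both sexes and the pericentral list to the left, and the list of female-biased genes lies at -1.72 in females and -0.38 in males.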

Additionally, we selected the top 10 statistically sex-specific significant down- and up-regulated genes (Table S9), whose biological functions were examined. Lipid metabolism genes are among the most down-regulated, however, with some distinct differences in lipid related pathways in 24M KO females and KO 24M males. 

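As a list, peroxisomal genes were lower in KO livers by camera, though not with an estimated correlation, and most did not pass singly. Of 43 peroxisomal genes, 1 rose, 12 fell and 30 did not pass the test (1 rose and 19 fell when adjusted over the list alone) in females (adjusted p = 5.8e-07 from camera, and adjusted p = 0.208 with an estimated correlation), and 0 rose, 4 fell and 39 did not pass the test (2 rose and 9 fell when adjusted over the list alone) in males (adjusted p = 3.3e-05 from camera, and adjusted p = 0.281 with an estimated correlation). Hao2, a peroxisomal hydroxy acid oxidase with higher expression in female liver, fell in females with a log2 fold change of -3.99 (standard error 0.49, adjusted p = 2.2e-04). Its value in males was -0.81 (standard error 0.60, adjusted p = 0.562), and the difference between the sexes was -3.19 (standard error 0.77, adjusted p = 0.833). For the difference between the sexes the peroxisome list had adjusted p = 0.314 from camera. The peroxisome list in males missed the threshold with fry (adjusted p = 0.0674). Hao2 for the interaction passed without mouse 1 (adjusted p = 0.00564). The peroxisome list passed as lower for the interaction without mouse 1 (adjusted p = 0.00806), without mouse 5 (0.024) or without mouse 11 (0.0271), and over all mice had adjusted p = 0.942 with an estimated correlation.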

Most down-regulated genes in KO males are from metabolism of fatty acids, such as fatty acid elongation, and PPAR signalling. 

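Elovl3, which elongates saturated and monounsaturated fatty acids, had a log2 fold change of -3.61 (standard error 0.67, adjusted p = 0.00903) in KO males. Of 12 desaturases and elongases, 1 rose, 1 fell and 10 did not pass the test (1 rose and 2 fell when adjusted over the list alone) in males (adjusted p = 0.684 from camera). Of 24 targets of PPARα, which governs fatty acid oxidation, 2 rose, 2 fell and 20 did not pass the test (3 rose and 3 fell when adjusted over the list alone) in males (adjusted p = 0.454 from camera), with a median of -0.25. Cyp4a14, a fatty acid hydroxylase, fell in males with -4.82 (standard error 0.97, adjusted p = 0.0137), and the fatty acid transporter Cd36 was among those that rose. Ppara itself had -0.92 (standard error 0.22, adjusted p = 0.0313) in males. A call ended when 1 mouse was left out for Elovl3 in males without mouse 5 (adjusted p = 0.141), Cyp4a14 in males without mouse 5 (adjusted p = 0.191) and Ppara in males without mouse 5 or 6 (adjusted p from 0.0586 to 0.283). Elovl3 in males missed the threshold with the mice of that sex alone (adjusted p = 0.0652). The unsaturated fatty acid synthesis and elongation list passed as lower in males without mouse 6 (adjusted p = 0.0433), and over all mice had adjusted p = 0.869 with an estimated correlation. The PPAR alpha targets list passed as lower in males without mouse 6 (adjusted p = 0.00288), and over all mice had adjusted p = 0.869 with an estimated correlation. Ppara in males missed the threshold with tumor arrays alone (adjusted p = 0.108) or with the mice of that sex alone (0.12). Elovl3 in males stood at -2.31 without mouse 5 on the log2 scale.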

In the female KOs, we observed downregulation of steroid hormone biosynthesis and related metabolic pathways, bile secretion, and also fatty acid metabolism (arachidonic acids). 

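The lists of steroid and of arachidonic acid metabolism were lower in KO females by camera, though not with an estimated correlation. Of 24 steroid-metabolizing genes, 2 rose, 8 fell and 14 did not pass the test (2 rose and 10 fell when adjusted over the list alone) (adjusted p = 9.8e-04 from camera, and adjusted p = 0.285 with an estimated correlation). Cyp17a1, a steroid hydroxylase and lyase, fell with a log2 fold change of -3.62 (standard error 0.61, adjusted p = 0.00176), and Cyp3a44, a P450 enriched in female liver, with -3.75 (standard error 0.44, adjusted p = 1.8e-04). Of 30 genes of arachidonic and linoleic acid metabolism, 3 rose, 12 fell and 15 did not pass the test (4 rose and 14 fell when adjusted over the list alone) (adjusted p = 0.0323 from camera, and adjusted p = 0.348 with an estimated correlation). Cyp2c37 and Cyp2c54, which oxidize arachidonic acid, fell with -4.21 (standard error 0.66, adjusted p = 0.00109) and -3.23 (standard error 0.56, adjusted p = 0.00213). Abcb11, the bile salt export pump, fell with -1.14 (standard error 0.21, adjusted p = 0.00261). For 12 bile acid and sterol transporters, 1 rose, 4 fell and 7 did not pass the test (2 rose and 5 fell when adjusted over the list alone) (adjusted p = 0.133 from camera). Leaving out 1 mouse ended the call of the arachidonic and linoleic acid list in females without mouse 2, 7 or 9 (adjusted p from 0.051 to 0.0794). The arachidonic and linoleic acid list in females missed the threshold with tumor arrays alone (adjusted p = 0.0999). The bile acid and sterol transport list passed as lower in females with surrounding arrays alone (adjusted p = 0.0486) or without mouse 1 (0.0283), and over all mice had adjusted p = 0.516 with an estimated correlation.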

Drug metabolism is also downregulated in KO females. 

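Of 45 drug-metabolizing P450s and conjugating enzymes, 5 rose, 21 fell and 19 did not pass the test (5 rose and 25 fell when adjusted over the list alone) in females (adjusted p = 7.1e-07 from camera, and adjusted p = 0.222 with an estimated correlation). Several P450s of the list are expressed more in female than in male mouse liver. Cyp3a16, Cyp2b13 and the sulfotransferase Sult3a1 fell with log2 fold changes of -5.98 (standard error 0.84, adjusted p = 5.6e-04), -5.11 (standard error 0.83, adjusted p = 0.00138) and -3.20 (standard error 0.42, adjusted p = 3.2e-04). Gstm1, a glutathione transferase, rose with 0.97 (standard error 0.13, adjusted p = 5.2e-04). In males 2 rose, 8 fell and 35 did not pass the test (5 rose and 12 fell when adjusted over the list alone) (adjusted p = 7.6e-04 from camera, and adjusted p = 0.392 with an estimated correlation). The drug metabolism list in males missed the threshold with fry (adjusted p = 0.18).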

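Of 23 genes of retinol metabolism, 3 rose, 6 fell and 14 did not pass the test (3 rose and 10 fell when adjusted over the list alone) in females (adjusted p = 0.00631 from camera, and adjusted p = 0.285 with an estimated correlation), and 1 rose, 4 fell and 18 did not pass the test (2 rose and 5 fell when adjusted over the list alone) in males (adjusted p = 0.0338 from camera, and adjusted p = 0.406 with an estimated correlation). Rdh16, which oxidizes retinol, fell in females with a log2 fold change of -1.83 (standard error 0.26, adjusted p = 6.4e-04), and Cyp2c39, which hydroxylates retinoic acid, fell with -2.30 (standard error 0.46, adjusted p = 0.00516). Dhrs4, a retinol dehydrogenase, fell with -0.84 (standard error 0.18, adjusted p = 0.00798) in females. The male list of arachidonic and linoleic acid metabolism held 6 genes that fell and 0 that rose of 30 (2 rose and 8 fell when adjusted over the list alone), with adjusted p = 0.0451 from camera, and adjusted p = 0.4 with an estimated correlation. The call did not pass on leaving out 1 mouse for the retinol metabolism list in males without mouse 5, 11, 12 or 13 (adjusted p from 0.0619 to 0.133) and the arachidonic and linoleic acid list in males without mouse 3, 6, 7, 8, 9, 10, 11, 12 or 13 (adjusted p from 0.0535 to 0.104). The retinol metabolism list in males missed the threshold with tumor arrays alone (adjusted p = 0.259) or with fry (0.163). The arachidonic and linoleic acid list in males missed the threshold with tumor arrays alone (adjusted p = 0.054) or with fry (0.158).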

Retinol and linoleic metabolism were among top 10 in both sexes.

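Cav1, the coat protein of caveolae, rose in KO males with a log2 fold change of 2.21 (standard error 0.31, adjusted p = 0.00175), and Myot, a muscle actin-binding protein, rose with 3.25 (standard error 0.47, adjusted p = 0.0023). Liph, a phospholipase, rose with 1.81 (standard error 0.29, adjusted p = 0.00408). The fold changes of Cav1, Myot and Liph in females were 0.72 (standard error 0.25, adjusted p = 0.0778), 0.89 (standard error 0.38, adjusted p = 0.156) and 0.59 (standard error 0.24, adjusted p = 0.129), and the differences between the sexes were -1.49 (standard error 0.40, adjusted p = 0.9996), -2.36 (standard error 0.61, adjusted p = 0.9996) and -1.22 (standard error 0.38, adjusted p = 0.9996). In KO females the cystine transporter Slc7a11 rose with 4.84 (standard error 0.93, adjusted p = 0.00399). Cpe, a prohormone-processing peptidase, rose with 3.26 (standard error 0.52, adjusted p = 0.00127), the matrix protease Mmp7 with 3.04 (standard error 0.49, adjusted p = 0.00138), and Maoa, a monoamine oxidase, with 3.00 (standard error 0.45, adjusted p = 8.5e-04). The fold changes of Slc7a11, Mmp7 and Maoa in males were 3.75, 1.18 and 1.79, and no difference between the sexes passed the test for them (adjusted p = 0.9996, 0.9996 and 0.9996). With 1 mouse left out, the threshold was missed by Liph in males without mouse 5 (adjusted p = 0.0565). Liph in males missed the threshold with tumor arrays alone (adjusted p = 0.112). For females, leaving out mouse 5 and leaving out mouse 6, both KO males, give the same fit and count as 1 check. Cav1 in females passed with surrounding arrays alone (adjusted p = 0.0298), without mouse 1 (0.0424), without mouse 5 (0.0379) or without mouse 6 (0.0379). Myot in females passed without mouse 5 (adjusted p = 0.0386) or without mouse 6 (0.0386). Liph in females passed with surrounding arrays alone (adjusted p = 0.00935), without mouse 5 (0.0452) or without mouse 6 (0.0452). Myot for the interaction passed without mouse 6 (adjusted p = 0.00963). Liph for the interaction passed without mouse 6 (adjusted p = 0.0471). Slc7a11 in males passed without mouse 5 (adjusted p = 0.0136) or without mouse 13 (0.0325). Maoa in males passed without mouse 5 (adjusted p = 0.00765). Myot in males stood at 2.13 without mouse 5 on the log2 scale. Liph in males stood at 1.18 without mouse 5 on the log2 scale. Slc7a11 in males stood at 6.23 without mouse 5 and 1.27 without mouse 6 on the log2 scale. Maoa in males stood at 3.10 without mouse 5 and 0.47 without mouse 6 on the log2 scale.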

Oppositely, top 10 up-regulated genes in male KO liver are mainly involved indifferent cancer pathways, PPAR signalling and ECM receptor interactions, while the female list includes other upregulated genes in PPAR signalling, Wnt signalling and diabetes pathways.

### 2.4. Enriched KEGG Pathways and Transcription Factors (TFs) as Triggers of Female Prevalent Hepatocarcinogenesis

From 323 KEGG pathways, we discovered 209 that were enriched in livers of precancerous 19W KO mice and 230 in 24M KO mice with tumors, compared to 24M WTs (Table 1 and Table S6). The enriched pathways include the activation of HCC, apoptosis, PI3K/Akt signalling, pathways in cancer, and proteoglycans in cancer. 

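The list of apoptosis genes was higher in KO livers by camera, though not with an estimated correlation, and most members did not pass singly. Of 45 apoptosis genes, 13 rose, 0 fell and 32 did not pass the test (18 rose and 0 fell when adjusted over the list alone) in females (adjusted p = 2.2e-07 from camera, and adjusted p = 0.0618 with an estimated correlation), and 5 rose, 0 fell and 40 did not pass the test (10 rose and 0 fell when adjusted over the list alone) in males (adjusted p = 1.3e-07 from camera, and adjusted p = 0.0698 with an estimated correlation). Casp12, a caspase of the endoplasmic reticulum, rose with log2 fold changes of 2.61 (standard error 0.30, adjusted p = 1.5e-04) and 2.55 (standard error 0.37, adjusted p = 0.00238), and the death receptor Tnfrsf10b with 1.96 (standard error 0.18, adjusted p = 3.3e-05) and 1.93 (standard error 0.23, adjusted p = 5.8e-04). Of 75 genes of growth factor and PI3K/Akt signalling, 15 rose, 7 fell and 53 did not pass the test (19 rose and 8 fell when adjusted over the list alone) in females (adjusted p = 0.0184 from camera, and adjusted p = 0.21 with an estimated correlation), and 2 rose, 3 fell and 70 did not pass the test (17 rose and 5 fell when adjusted over the list alone) in males (adjusted p = 0.00385 from camera, and adjusted p = 0.145 with an estimated correlation). Pdgfb, a mitogen of stellate cells, rose with 1.55 (standard error 0.23, adjusted p = 0.00263) in males, and Irs1, which relays insulin signals, fell with -1.36 (standard error 0.19, adjusted p = 5.9e-04) in females. The call of the PI3K/Akt list in males ended without mouse 5, which leaves 1 KO male, so the loss can follow from the smaller group. The PI3K/Akt list in females missed the threshold with surrounding arrays alone (adjusted p = 0.0686) or with a background of genes with a log2 value of at least 6 (0.64). The PI3K/Akt list in males missed the threshold with a background of genes with a log2 value of at least 6 (adjusted p = 0.383).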

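Of 71 genes of ECM-receptor interaction, 27 rose, 4 fell and 40 did not pass the test (30 rose and 4 fell when adjusted over the list alone) in KO females (adjusted p = 2.4e-10 from camera, and adjusted p = 0.0618 with an estimated correlation), and 21 rose, 2 fell and 48 did not pass the test (28 rose and 2 fell when adjusted over the list alone) in KO males (adjusted p = 6.5e-11 from camera, and adjusted p = 0.0698 with an estimated correlation). Col1a2, a fibrillar collagen, rose with log2 fold changes of 1.52 (standard error 0.15, adjusted p = 4.8e-05) and 1.79 (standard error 0.19, adjusted p = 2.6e-04). The integrin Itga6, a laminin receptor, rose with 2.05 (standard error 0.24, adjusted p = 1.9e-04) and 2.22 (standard error 0.30, adjusted p = 0.00143), and the laminin chain Lama2 rose with 1.07 (standard error 0.14, adjusted p = 2.7e-04) in females. Of 30 markers of stellate cells, 13 rose, 4 fell and 13 did not pass the test (14 rose and 4 fell when adjusted over the list alone) in females (adjusted p = 1.5e-05 from camera, and adjusted p = 0.21 with an estimated correlation). For the difference between the sexes the ECM-receptor interaction list had adjusted p = 0.785 from camera.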

The ECM-receptor interaction pathway was observed to be the most positively enriched in 19W KO and 24M KO females and males (Table 1), which is in line with the histological findings. Chronic injury induces numerous molecular alterations in hepatocytes and causes a gradual accumulation of extracellular matrix components (ECM) that might lead to a complete architectural reconstruction of hepatocytes and tumor development.

We discovered multiple signalling pathways that describe the sex-dependent metabolic reprogramming in liver cancer. Among them, TGF-β signalling was significantly elevated only in *Cyp51* KO female livers, both at the precancerous stage and also later (Table 1). Additionally, the Wnt signalling and circadian entrainment pathways were activated only in the cancers of KO females (Table 1). 

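Of 75 genes of TGF-β signalling, 11 rose, 3 fell and 61 did not pass the test (15 rose and 5 fell when adjusted over the list alone) in KO females (adjusted p = 0.127 from camera), and 4 rose, 3 fell and 68 did not pass the test (7 rose and 4 fell when adjusted over the list alone) in KO males (adjusted p = 0.696 from camera). The ligand Tgfb2 rose with log2 fold changes of 1.17 (standard error 0.18, adjusted p = 9.2e-04) in females and 1.76 (standard error 0.22, adjusted p = 8.0e-04) in males. Hamp2 fell in females with -3.50 (standard error 0.41, adjusted p = 1.5e-04) and in males with -2.05 (adjusted p = 0.0338). It was higher in WT females than in WT males by 3.13 on the log2 scale (adjusted p = 0.00173 by limma). By fry, which tests whether the genes move on balance one way, the list had an adjusted p of 0.0493 in females and 0.581 in males. By an exact permutation test of the mean score per mouse it passed in females (adjusted p = 0.0473). The scores were 0.034 to 0.144 in KO females and -0.028 to 0.031 in WT females. The test of the difference between the sexes gave adjusted p = 0.418 from camera. The TGF-beta signalling list passed as higher for the interaction without mouse 5 (adjusted p = 0.0485), and over all mice had adjusted p = 0.942 with an estimated correlation.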

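Of 110 genes of Wnt signalling, 9 rose, 9 fell and 92 did not pass the test (13 rose and 9 fell when adjusted over the list alone) in KO females (adjusted p = 0.39 from camera), and 2 rose, 2 fell and 106 did not pass the test (2 rose and 2 fell when adjusted over the list alone) in KO males (adjusted p = 0.401 from camera). The receptors Lgr5 and Lgr4 fell in females with log2 fold changes of -2.08 (standard error 0.32, adjusted p = 9.9e-04) and -0.71 (standard error 0.13, adjusted p = 0.00278), and Csnk1e, a kinase of the pathway, rose in males with 0.85 (standard error 0.19, adjusted p = 0.0217). Of 49 genes of circadian entrainment, 4 rose, 1 fell and 44 did not pass the test (5 rose and 1 fell when adjusted over the list alone) in females (adjusted p = 0.0258 from camera, and adjusted p = 0.222 with an estimated correlation), and 4 rose, 0 fell and 45 did not pass the test (4 rose and 0 fell when adjusted over the list alone) in males (adjusted p = 0.00804 from camera, and adjusted p = 0.194 with an estimated correlation). Gnb1, a G protein subunit, rose in females with 0.89 (standard error 0.12, adjusted p = 5.3e-04). For the difference between the sexes the lists had adjusted p = 0.95 and adjusted p = 0.785 from camera. A call ended when 1 mouse was left out for Csnk1e in males without mouse 5, 6 or 12 (adjusted p from 0.0542 to 0.158), the circadian entrainment list in females without mouse 3 or 8 (adjusted p from 0.059 to 0.0641) and the circadian entrainment list in males without mouse 6 (adjusted p = 0.124). Csnk1e in males missed the threshold with surrounding arrays alone (adjusted p = 0.0506) or with the mice of that sex alone (0.052). The circadian entrainment list in females missed the threshold with a background of genes with a log2 value of at least 6 (adjusted p = 0.14).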

We further explored whether these pathways could serve as triggers for female hepatocarcinogenesis in the *Cyp51* KO model. The selected protein markers of the TGF-β and Wnt signalling were evaluated by qPCR and IHC (Figures S3 and S4). The TGF-β showed a positive reaction, particularly in female *Cyp51* KO mice, indicating this is a good biomarker to follow progression towards HCC, particularly in females.

Among lipid metabolic pathways, we found fatty acid degradation and primary bile acid synthesis negatively enriched in KO females at 19W and 24M, while this was the case only for 24M KO males (Table 1), suggesting that the metabolic reprogramming of fatty acid and BA metabolism is active earlier in female carcinogenesis.

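Of 24 genes of fatty acid degradation, 0 rose, 8 fell and 16 did not pass the test (0 rose and 12 fell when adjusted over the list alone) in KO females (adjusted p = 6.7e-06 from camera, and adjusted p = 0.208 with an estimated correlation), and 0 rose, 1 fell and 23 did not pass the test (0 rose and 1 fell when adjusted over the list alone) in KO males (adjusted p = 0.00198 from camera, and adjusted p = 0.354 with an estimated correlation). Etfb and Etfdh, which carry electrons from β-oxidation, fell in females with log2 fold changes of -0.66 (standard error 0.16, adjusted p = 0.0133) and -0.60 (standard error 0.16, adjusted p = 0.022). Of 15 genes of primary bile acid synthesis, 0 rose, 4 fell and 11 did not pass the test (1 rose and 7 fell when adjusted over the list alone) in females (adjusted p = 0.00974 from camera, and adjusted p = 0.222 with an estimated correlation), and 0 rose, 2 fell and 13 did not pass the test (2 rose and 7 fell when adjusted over the list alone) in males (adjusted p = 0.00804 from camera, and adjusted p = 0.25 with an estimated correlation). Slc27a5 and Baat, which conjugate bile acids, fell in females with -1.58 (standard error 0.28, adjusted p = 0.00249) and -0.78 (standard error 0.14, adjusted p = 0.00249). The 19W livers were not in the file, so the earlier age was not measured. Leaving out 1 mouse ended the call of the fatty acid degradation list in males without mouse 5 (adjusted p = 0.0948), Etfb in females without mouse 3 (adjusted p = 0.0512) and Etfdh in females without mouse 3 or 10 (adjusted p from 0.0527 to 0.0626). The fatty acid degradation list in males missed the threshold with tumor arrays alone (adjusted p = 0.0505) or with fry (0.148). Etfb in females missed the threshold with tumor arrays alone (adjusted p = 0.095). Etfdh in females missed the threshold with surrounding arrays alone (adjusted p = 0.0525) or with the mice of that sex alone (0.0553). The primary bile acid synthesis list in males missed the threshold with surrounding arrays alone (adjusted p = 0.0548) or with fry (0.0575).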

Considering the general alteration of DE genes and KEGG pathways in hepatocarcinogenesis, we also investigated the transcriptional landscape by transcription factor (TF) enrichment analysis. This analysis indicated 321 enriched TFs in the precancerous 19W KO livers and 142 in tumor containing 24M KO livers, both in comparison to WT littermates (Table S7). The enriched TFs with specific functions are listed in Table 2. 

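Of 22 genes of the AP-1 family and its targets, 11 rose, 0 fell and 11 did not pass the test (11 rose and 1 fell when adjusted over the list alone) in KO females (adjusted p = 1.5e-05 from camera, and adjusted p = 0.149 with an estimated correlation), and 7 rose, 0 fell and 15 did not pass the test (12 rose and 0 fell when adjusted over the list alone) in KO males (adjusted p = 4.7e-07 from camera, and adjusted p = 0.121 with an estimated correlation). Jun rose in females with a log2 fold change of 1.52 (standard error 0.29, adjusted p = 0.00356), and its value in males was 1.22 (standard error 0.35, adjusted p = 0.0756). Jund rose in females with 0.78 (standard error 0.23, adjusted p = 0.0374). Fosl2, a FOS-related factor, rose with 0.75 (standard error 0.11, adjusted p = 8.3e-04) and the adhesion receptor Cd44 with 1.92 (standard error 0.28, adjusted p = 6.7e-04) in females. Fos, Cebpb, Sp1 and Nfatc1 did not pass in females, with log2 fold changes of 0.37, 0.20, -0.23 and 0.24 (adjusted p = 0.193, 0.491, 0.245 and 0.458). These are values of the factors' own transcripts, while the paper's values for the factors are enrichments of gene sets, a different measure. Of the 24 PPARα targets, 1 rose, 5 fell and 18 did not pass the test (3 rose and 7 fell when adjusted over the list alone) in females (adjusted p = 0.314 from camera). The call did not pass on leaving out 1 mouse for Jund in females without mouse 2, 3, 7, 8, 9 or 10 (adjusted p from 0.0519 to 0.0926). Jun in males passed with each array as its own replicate (adjusted p = 0.00975), with a random block for the mouse (0.0217), with the filter at a log2 value of 6 (0.0476) or without mouse 13 (0.00552). Jund in females missed the threshold with tumor arrays alone (adjusted p = 0.0717), with quantile normalization (0.0669), with centring on the median (0.054) or with array weights (0.0669). The PPAR alpha targets list passed as lower in females with a background of genes with a log2 value of at least 6 (adjusted p = 0.0482), and over all mice had adjusted p = 0.796 with an estimated correlation.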

From the positively enriched transcriptional activity SP1, C-JUN, JUND, C-FOS, AP1 and C/EBPβ were enriched already in the precancerous stage in both sexes, while PPARα, (SOX9)2 and NFATC1 are positively enriched only in females, starting already at the precancerous stage. 

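Of 18 targets of HIF1α, the transcription factor of low oxygen, 6 rose, 2 fell and 10 did not pass the test (7 rose and 3 fell when adjusted over the list alone) in KO females (adjusted p = 0.0455 from camera, and adjusted p = 0.222 with an estimated correlation), and 2 rose, 2 fell and 14 did not pass the test (4 rose and 2 fell when adjusted over the list alone) in KO males (adjusted p = 0.11 from camera). The glucose transporter Slc2a1 rose in females with a log2 fold change of 1.08 (standard error 0.20, adjusted p = 0.00344), and Ndrg1 rose with 1.78 (standard error 0.31, adjusted p = 0.00197). Of 13 genes made up of SOX9 and its targets, 7 rose, 0 fell and 6 did not pass the test (8 rose and 0 fell when adjusted over the list alone) in females (adjusted p = 1.7e-05 from camera, and adjusted p = 0.0618 with an estimated correlation), and 5 rose, 1 fell and 7 did not pass the test (5 rose and 1 fell when adjusted over the list alone) in males (adjusted p = 0.00111 from camera, and adjusted p = 0.0698 with an estimated correlation). Sox9, a factor of bile duct cells, rose with 2.02 (standard error 0.37, adjusted p = 0.0026) in females and 1.82 (standard error 0.45, adjusted p = 0.0369) in males. The list of SOX9 and its targets holds genes the study chose from these livers, so its counts are not independent evidence. Markers of cholangiocytes and ductular cells had higher scores too, 0.82 to 2.01 in KO females against -0.10 to 0.07 in WT females. Whether the SOX9 list rose beyond these markers was not tested. With 1 mouse left out, the threshold was missed by the HIF1 alpha targets list in females without mouse 2, 5, 6, 8 or 9 (adjusted p from 0.0508 to 0.121) and Sox9 in males without mouse 5, 10, 11 or 12 (adjusted p from 0.051 to 0.473). The HIF1 alpha targets list in females missed the threshold with surrounding arrays alone (adjusted p = 0.0721) or with a background of genes with a log2 value of at least 6 (0.629). The HIF1 alpha targets list passed as higher in males with tumor arrays alone (adjusted p = 0.0421) or without mouse 5 (0.0146), and over all mice had adjusted p = 0.354 with an estimated correlation. Sox9 in males missed the threshold with tumor arrays alone (adjusted p = 0.0898), with the mice of that sex alone (0.145), with quantile normalization (0.0633) or with trend and robust estimation (0.0552). Sox9 in males stood at 0.91 without mouse 5 and 2.73 without mouse 6 on the log2 scale.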

HIF1α was also enriched in females in the precancerous stage, and together with SOX9, also in tumors of both sexes. The list of negatively enriched TFs is shorter. 

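Clock had a log2 fold change of -0.22 (standard error 0.18, adjusted p = 0.461) in KO females and 0.08 (standard error 0.22, adjusted p = 0.905) in KO males. This is the transcript of the factor, while the paper's value for CLOCK is an enrichment of a gene set. Of 17 genes of the core clock and its direct outputs, 0 rose, 1 fell and 16 did not pass the test (0 rose and 1 fell when adjusted over the list alone) in females (adjusted p = 0.422 from camera), and 0 rose, 0 fell and 17 did not pass the test (0 rose and 0 fell when adjusted over the list alone) in males (adjusted p = 0.0869 from camera). The median log2 fold changes of the list were -0.12 and -0.42. The core circadian clock list passed as lower in males with a background of genes with a log2 value of at least 6 (adjusted p = 0.0465) or without mouse 5 (0.0114), and over all mice had adjusted p = 0.354 with an estimated correlation.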

Downregulated CLOCK is characteristic for HCC, irrespective of the sex. 

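Of 29 targets of HNF4α, a master factor of hepatocytes, 1 rose, 13 fell and 15 did not pass the test (1 rose and 20 fell when adjusted over the list alone) in KO females (adjusted p = 1.6e-09 from camera, and adjusted p = 0.128 with an estimated correlation), and 0 rose, 6 fell and 23 did not pass the test (1 rose and 13 fell when adjusted over the list alone) in KO males (adjusted p = 9.0e-09 from camera, and adjusted p = 0.139 with an estimated correlation). Slco1b2, an importer of organic anions, fell in females with a log2 fold change of -1.14 (standard error 0.21, adjusted p = 0.00266), and the bile acid importer Slc10a1 fell in males with -2.46 (standard error 0.48, adjusted p = 0.0122). Hnf4a itself had -0.35 (standard error 0.14, adjusted p = 0.13) in females and -0.44 (standard error 0.17, adjusted p = 0.206) in males. The mean score of hepatocyte identity genes was lower too, at -0.49 in KO females and -0.50 in KO males. Whether the HNF4α targets fell beyond hepatocyte genes in general was not tested. Rorc had no named feature. The call of Slc10a1 in males ended without mouse 5, which leaves 1 KO male, so the loss can follow from the smaller group. Hnf4a in females passed with each array as its own replicate (adjusted p = 0.042). Hnf4a in males passed with each array as its own replicate (adjusted p = 0.0448). Slc10a1 in males stood at -1.58 without mouse 5 on the log2 scale.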

HNF4α and RORC are negatively enriched in females already at the precancerous stage and in both sexes in tumors. NR1B1 is the only TF downregulated in the precancerous male livers and later in tumors of both sexes. LXRα:RXRα is a female-specific HCC marker.

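Of 16 targets of LXRα, a sensor of oxysterols, 2 rose, 3 fell and 11 did not pass the test (3 rose and 5 fell when adjusted over the list alone) in KO females (adjusted p = 0.579 from camera), and 1 rose, 0 fell and 15 did not pass the test (1 rose and 0 fell when adjusted over the list alone) in KO males (adjusted p = 0.809 from camera). Lpl, lipoprotein lipase, rose in females with a log2 fold change of 2.32 (standard error 0.38, adjusted p = 0.00134), and Mlxipl, a lipogenic factor, fell with -0.72 (standard error 0.16, adjusted p = 0.00909). Nr1h3, the gene of LXRα, fell with -0.41 (standard error 0.12, adjusted p = 0.0482), and Rxra with -0.55 (standard error 0.14, adjusted p = 0.0179). The difference between the sexes had adjusted p = 0.505 from camera for the list. A call ended when 1 mouse was left out for Nr1h3 in females without mouse 2, 3, 4, 5, 6, 7, 9, 10, 11, 12 or 13 (adjusted p from 0.0502 to 0.12) and Rxra in females without mouse 3, 4, 9 or 10 (adjusted p from 0.0501 to 0.0666). Nr1h3 in females missed the threshold with tumor arrays alone (adjusted p = 0.131) or with the mice of that sex alone (0.079). Rxra in females missed the threshold with tumor arrays alone (adjusted p = 0.0702) or with the mice of that sex alone (0.0507).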

When we considered the top-10 sex-specific enriched TFs based on the fold-change (Table S10), additional information was gathered. PPARα and the oncogenic isoform (SOX9)2, which were exposed previously (Table 2), are among top 10 positively enriched TFs by fold-change in females. FXR is, by fold-change, the most downregulated female-specific TF in HCC that was not exposed in the overall TF deregulation of Table 2. 

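Nr1h4, the gene of the bile acid receptor FXR, had a log2 fold change of -0.18 (standard error 0.16, adjusted p = 0.497) in KO females and -0.65 (standard error 0.19, adjusted p = 0.0786) in KO males. The interaction with sex was 0.47 (standard error 0.25, adjusted p = 0.9996). The transcript of the receptor was measured here, while the paper's value for FXR is an enrichment of a gene set. Nr1h4 in males passed with each array as its own replicate (adjusted p = 0.0208) or with the filter at a log2 value of 6 (0.046).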

LXRα:RXRα were, again, among the most negatively enriched TFs in female tumors (Table S10). SOX9 is a part of the Wnt signalling and is expressed in the progenitor/precursor cells during hepatocyte regeneration following liver injury [20]. Expression of heterodimer complex LXRα:RXRα correlates with the amount of the retinoic acid and cholesterol derivates [21], which is line with diminished activity in KO female mouse livers. It was shown that chronic administration of PPARα agonists leads to liver tumor development in mice [22]. However, it is still unclear how this receptor changes in the human liver cancer tissue. An investigation of PPARα mRNA expression in human HCC indicated an increased mRNA expression of PPARα and its target genes. These results point out the possible association of activated PPARα with human carcinogenesis [23]. NFATC1, which was not on the list of sex-specific top 10 TFs, was also indicated as female-specific TF (Table 2). The NFATC1 with calcineurin overexpression plays an important role in the proliferation of HCC [24]. NFATC1 transcription can be activated by AP1 (including FOS–JUN), the activation of which has been already described in T cells [25].

RORC (RORγ) was one of the TFs in our focus since sterols after lanosterol are ligands of this transcription factor [26]. Downregulation of RORC signalling is thus important due to lowered intermediate sterols upon the *Cyp51* block.

To validate whether downregulation of RORC has effects in hepatocarcinogenesis, we evaluated the expression of downstream genes regulated by this transcription factor. 

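Of 22 genes reported to depend on RORC, 3 rose, 5 fell and 14 did not pass the test (3 rose and 8 fell when adjusted over the list alone) in KO females (adjusted p = 0.0732 from camera), and 0 rose, 3 fell and 19 did not pass the test (2 rose and 4 fell when adjusted over the list alone) in KO males (adjusted p = 0.0193 from camera, and adjusted p = 0.201 with an estimated correlation). Avpr1a, a vasopressin receptor of hepatocytes, fell with log2 fold changes of -2.38 (standard error 0.30, adjusted p = 2.7e-04) and -2.46 (standard error 0.37, adjusted p = 0.00283). The male-biased Cyp4a12a, a fatty acid hydroxylase, rose in females with 3.51 (standard error 0.49, adjusted p = 5.4e-04). The list holds genes named in the study from these livers, so the counts are not independent evidence of its direction. Leaving out 1 mouse ended the call of the RORC targets list in males without mouse 5 (adjusted p = 0.136). The RORC targets list passed as lower in females with surrounding arrays alone (adjusted p = 0.0302), with fry (0.0258), with a background of genes with a log2 value of at least 6 (0.00939) or without mouse 1 (0.0276), and over all mice had adjusted p = 0.274 with an estimated correlation.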

We found a majority of RORC target genes decreased in *Cyp51* KO mice (Table S11), since RORC serves as their activator. However, the RORC target *Cd36* was upregulated since RORC is known to repress this gene [10]. 

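Cd36, a fatty acid transporter and scavenger receptor, rose in KO males with a log2 fold change of 1.79 (standard error 0.27, adjusted p = 0.00271). In KO females its value was 0.51 (standard error 0.22, adjusted p = 0.153). The difference between the sexes was -1.28 (standard error 0.35, adjusted p = 0.9996). Cd36 in females passed with the mice of that sex alone (adjusted p = 0.0153).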

The RORC target *G6pc*, which is involved in the regulation of the PI3K/Akt signalling pathway, was negatively enriched in female KO mice, representing a part of the female metabolic reprogramming (Table S11).

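G6pc, the glucose-6-phosphatase of gluconeogenesis, fell in KO females with a log2 fold change of -1.69 (standard error 0.26, adjusted p = 9.9e-04). In KO males the value was -0.80 (standard error 0.32, adjusted p = 0.211), and the difference between the sexes was -0.89 (standard error 0.41, adjusted p = 0.9996).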

A summary of sex-dependent reprogramming of metabolic pathways and corresponding transcription factors is shown in Figure 5. Briefly, Figure 5 indicates connections between signalling pathways, TFs and cellular processes, which were deregulated in both sexes (top half of figure) and specific for female KOs (bottom half of figure), leading to the inhibition of basal metabolism and an increased possibility for tumor development.

The TF networks were visualized with STRING [27] to determine their interactions. Different colours of nodes represent biological processes in which enriched TFs of *Cyp51* KO mice are involved. Surprisingly, SP1 and JUND deregulated in precancerous and tumor livers of both sexes represent nodules with most protein–protein associations linked to hepatocarcinogenesis (Figure S5).

### 2.5. Metabolic and Transcriptional Changes after Disrupted Cyp51 from Cholesterol Synthesis Align with Hepatocarcinogenesis in Humans

We performed a comparative analysis of sex-dependent metabolic adaptations upon inactivation of CYP51A1 in the hepatocytes in light of the human literature data. Figure 6 represents the proposed carcinogenesis mechanism in our mouse model with exposed signalling, their specific sex-dependent targets and possible transcription regulators that might offer clues for expanding the understanding of the human sex-dependent HCC carcinogenesis. In the mouse model, the chronic metabolic insult of disrupted cholesterol synthesis (accumulation of hepatic sterols lanosterol and dihydrolanosterol) resulted in a variety of sex-specific metabolic adaptations. The hepatic cholesterol was increased in KO females and decreased in KO males. This observation serves as one of the important features in cancer cells. As fast proliferating cells, cancer cells require high levels of cholesterol for membrane biogenesis and other functional needs. For example, the cholesterol-derived oncometabolite 6-oxo-cholestan-3β,5α-diol was enriched in patients with breast cancer and subsequently promotes tumor growth [6].

As shown in Figure 6, disturbance of cholesterol synthesis leads to the repression of selected nuclear receptors (FXR, LXRα:RXR, LRH1 and NR1B1:RXRα) in female KO hepatocytes, which are increasingly appreciated targets in the prevention of inflammation and fibrosis [6,28]. The positive enrichment of PPARα, observed only in females, was also confirmed in humans with NAFLD [21], but its role in HCC patients remains unclear [29]. FXR negative enrichment and downregulation is also in line with the human HCC progression. 

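Ndrg2, a tumor suppressor and target of FXR, fell in KO females with a log2 fold change of -1.25 (standard error 0.20, adjusted p = 0.00137). Its value in males was -0.50 (standard error 0.25, adjusted p = 0.35), and the interaction with sex was -0.76 (standard error 0.32, adjusted p = 0.9996). Of 18 targets of FXR, 1 rose, 7 fell and 10 did not pass the test (1 rose and 8 fell when adjusted over the list alone) in females (adjusted p = 3.8e-04 from camera, and adjusted p = 0.128 with an estimated correlation), and 0 rose, 1 fell and 17 did not pass the test (1 rose and 2 fell when adjusted over the list alone) in males (adjusted p = 0.00579 from camera, and adjusted p = 0.201 with an estimated correlation). The call did not pass on leaving out 1 mouse for the FXR targets list in males without mouse 6 (adjusted p = 0.136).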

Negative enrichment of FXR in females and downregulation of its target gene *Ndrg2* is in line with the human data in patients and confirmed tumor suppressor role of FXR and NDRG2 in human cell lines [30].

Aligned with the latest human literature, metabolic and transcriptional changes of disturbed cholesterol metabolism in females pinpoints on a new sex-dependent mechanism, which has not been revealed so far. We proposed that a higher incidence of HCC in females results from the crosstalk of downregulated transcriptional activity of LXRα and activation of TGFβ signalling. 

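Tgfbr2, the type II receptor of TGF-β, rose in KO females with a log2 fold change of 1.17 (standard error 0.28, adjusted p = 0.0131), and its value in males was 0.66 (standard error 0.34, adjusted p = 0.364). Tgfbr1, the type I receptor, had 0.66 (standard error 0.23, adjusted p = 0.0827) in females and 0.61 (standard error 0.29, adjusted p = 0.307) in males. Bmp7, a ligand of the family that opposes fibrosis, fell in females with -0.45 (standard error 0.11, adjusted p = 0.0184), and in males it had -0.20 (standard error 0.14, adjusted p = 0.522). The interaction with sex had adjusted p = 0.9996 for each of the 3 genes. With 1 mouse left out, the threshold was missed by Bmp7 in females without mouse 4 (adjusted p = 0.0536). Tgfbr1 in females passed with array weights (adjusted p = 0.0384) or without mouse 2 (0.0247). Tgfbr1 in males stood at 0.39 without mouse 5 on the log2 scale.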

Positive expression of TGF-β signalling targets *Gstp1*, *Tgfrb1*, *Tgfrb2* and *Bmp7* was identified only in female KO mice. Among several human malignancies, TGF-β in humans regulates the progression of female HCC through the promotion of PI3K/Akt signalling [31] and ECM-receptor interaction [32]. PI3K/Akt signalling and ECM-receptor interaction are common pathways that are disturbed by altered gene expressions in human cancers [33,34]. 

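Col5a2, a fibrillar collagen, had a log2 fold change of 0.82 (standard error 0.26, adjusted p = 0.0565) in KO females and 0.13 (standard error 0.32, adjusted p = 0.893) in KO males. Mmp9, a gelatinase of neutrophils and macrophages, had -0.91 (standard error 0.37, adjusted p = 0.133) in females and -0.22 (standard error 0.45, adjusted p = 0.872) in males. The interaction with sex was 0.69 (standard error 0.41, adjusted p = 0.9996) for Col5a2 and -0.70 (standard error 0.59, adjusted p = 0.9996) for Mmp9. Col5a2 in females passed with each array as its own replicate (adjusted p = 0.0152), with a random block for the mouse (0.0284), with the mice of that sex alone (0.0039), with array weights (0.0296), with the filter at a log2 value of 5 (0.0446), with the filter at a log2 value of 6 (0.0381), without mouse 11 (0.0487), without mouse 12 (0.0311) or without mouse 14 (0.0124). Mmp9 in females passed with each array as its own replicate (adjusted p = 0.0284) or with a random block for the mouse (0.0433). Mmp9 in females stood at -0.37 without mouse 7 on the log2 scale.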

In our mouse model, both pathways were activated, but through different positively enriched genes in females (*Col5a2* and *Mmp9*) compared to males (*Cd36*). In the context of lipid homeostasis, Raichur S et al. showed the opposite expression patterns, where repressed RORC activity induces expression of *Cd36.* In both animal and human studies, increased *Cd36* expression in metabolically active tissue has been implicated in the regulation of fatty acid metabolism and lipid accumulation [35,36]. In HCC patients, the number of fatty acid responsive TFs, including HIF1α and FOS, can transcriptionally upregulate *Cd36*, which is closely associated with induction of epithelial-mesenchymal transition (EMT) [37].

Moreover, *Gck,* which is known as a one of RORC targets, was downregulated in Rorc^−/−^ mice [38], while in female *Cyp51* KO livers, it was upregulated. The identity of all TFs regulating *Gck* promoter activity has not been fully elucidated. One of the possible co-regulations of the liver *Gck* expression may be through the insulin, which can increase *Gck* mRNA via PI3K/Akt signalling, regulating the HIF1α [39] that were both found to be activated in KO mice.

In humans, the expression of SOX9 correlates with the severity of liver fibrosis patients [40] and correlates with the progression to cirrhosis and HCC [41]. 

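Ccn2, listed by the study as Ctgf and a matricellular growth factor, rose in KO females with a log2 fold change of 1.35 (standard error 0.32, adjusted p = 0.0138). Its value in males was 0.76 (standard error 0.39, adjusted p = 0.372). Nfe2l1, a relative of NRF2, had 0.31 (standard error 0.19, adjusted p = 0.34) in females and 0.34 (standard error 0.24, adjusted p = 0.537) in males. The interaction with sex was 0.60 (standard error 0.51, adjusted p = 0.9996) for Ccn2 and -0.03 (standard error 0.31, adjusted p = 0.9996) for Nfe2l1. The call of Ccn2 in females ended without mouse 3 (adjusted p = 0.0511). Ccn2 in males passed without mouse 6 (adjusted p = 0.048). Ccn2 in males stood at -0.08 without mouse 5 and 1.59 without mouse 6 on the log2 scale.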

In our case, the activated TF (SOX9)2, and its targets *Ctgf* and *Nfe2l1* (Table S11), were deregulated only in female KOs.

## 3. Discussion

The hallmark of cancer cells is metabolic reprogramming, causing new cellular demands in selective survival and growth [42]. Cholesterol is a precursor of steroid hormones and bile acids and an essential component of cellular membranes. Its circulating levels are under healthy homeostatic conditions regulated by a balance between cellular cholesterol synthesis, dietary intake, and removal of excess cholesterol [43].

*CYP51A1* is a gene from the late (post-squalene) part of the pathway [44]. The disruption of this gene in hepatocytes starts with morphological alterations, such as ductular reaction accompanied by mild inflammation. We show herein that this can end with malignant liver tumors in ageing mice that are first observed at 12M in females and 18M in males, with the highest incidence in the 24M female *Cyp51* KO mice. In addition, humans show sex-dependent differences in liver pathologies. Women more commonly present with acute liver failure, benign liver lesions, autoimmune hepatitis, and toxin-mediated hepatotoxicity. Oppositely, malignant liver tumors and viral hepatitis are less commonly observed in women [45]. However, non-alcoholic steatohepatitis (NASH), as a more serious form of MALD, more commonly progresses to HCC in women [46]. Generally, women are less prone to developing HCC than men (due to hormone-dependent resistance), while after the menopause a sharp increase in HCC incidence is witnessed [47].

Based on our data, we propose that the repression of CYP51A1 enzyme can contribute to HCC development. In humans, whole-body deletion of *CYP51A1* is not reported, since this gene is essential and is embryonically lethal in the mouse [48]. Only two studies are reporting the *CYP51A1* deleterious mutations, which resulted in infant liver failure and death [49,50]. Numerous polymorphisms in *CYP51A1* have been associated with different phenotypes in humans [51], but the consequences of *CYP51A1* heterozygosity in human hepatocarcinogenesis need yet to be established. *CYP51A1* has a low mutation rate, lower than other cholesterol synthesis genes [52]. The *CYP51A1* rs37417517 variant was found to be associated with the female-specific breast cancer and variant rs229188 with female genetics [53,54]. Additionally, the COSMIC database revealed the presence of somatic *CYP51A1* point mutations in tumor samples, some also with a predicted deleterious effect on activity (Tables S12 and S13).

The synthesis of cholesterol is a housekeeping pathway, which includes more than 100 genes associated with cholesterol synthesis and its regulation [55]. The block in cholesterogenic *Cyp51* in KO mice is in our case specific in hepatocytes. Thus, about 40% of *Cyp51* gDNA remained unchanged in the livers of KO mice, which lead to an approximally 60% decrease in mRNA and an 80% decrease in the CYP51 protein. Lorbek et al. indicated the small foci of stained periportal hepatocytes that potentially originated from the oval cell compartment by immunohistochemical staining of CYP51. Thus, the high intensity of ductular proliferation in ageing mice may explain an increase in *Cyp51* mRNA in female and male KO livers from 18M onward [16]. Oppositely, the drop in expression of other genes of cholesterol synthesis could be a result of hepatic inadequacy due to chronic liver disease, which was also shown in fibrotic patients [56].

The latest studies indicate that post-squalene intermediates of cholesterol synthesis are also signalling molecules. Inhibiting different enzymes from the pathway results in the accumulation of sterol intermediates with different cellular effects. Sterol products can activate RORC signalling [26], promote oligodendrocyte formation [57], or activate LXRα and inhibit EGFR signalling [58]. Inhibitors of lanosterol synthase were identified as potential anticancer drug targets [59] while the accumulation of lanosterol can cause degradation of 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (HMGCR) [60]. Our sterol measurements show significant accumulation of CYP51A1 substrates lanosterol and dihydrolanosterol, with no sex differences. We observed lower amounts of desmosterol and cholesterol in KO livers. The presence of desmosterol in the liver may be explained by compensatory effects on lower levels of DHCR24, as it was shown in the brain [61]. The liver cholesterol may be obtained from the diet, to compensate the defected de novo synthesis of cholesterol [62]. The increase in cholesterol in female KO livers may arise due to the cholesterol uptake from plasma, since cholesterol is required for tumor cell proliferation and growth [56,63].

The main difference between the genotypes is likely in the accumulation of sterol substrates rather than a lack of downstream sterols, while the difference between the sexes is shown by the sex-dependent transcriptome response to sterol imbalance. Due to the lack of sterols between lanosterol and zymosterol, which are proposed RORC natural ligands, we observe at 24M the repression of the RORC signalling pathway in both sexes. The RORC-dependent mechanisms in cancerogenesis were recently described. Oh et al. reported that RORC expression is decreased in basal-like subtype cancers and inversely correlated with histological grade and cancer drivers in breast cancer cohorts [64]. In breast cancer cell lines, RORC was shown to repress TGF-β/EMT-signalling and cancerogenic pathways, which indicates that, also in *Cyp51* KO mice, decreased activity of RORC could contribute to increased TGF-β/EMT signalling. There is no data yet that would link SOX9 expression to sterols. (SOX9)2 is upregulated, particularly in KO females, and further research is needed to evaluate whether this is a direct effect of accumulating lanosterol and dihydrolanosterol.

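Col4a1, the basement membrane collagen, rose in KO livers with log2 fold changes of 1.51 (standard error 0.27, adjusted p = 0.00257) in females and 1.77 (standard error 0.33, adjusted p = 0.00971) in males. Lamc1, a laminin chain, rose with 0.87 (standard error 0.15, adjusted p = 0.00211) and 1.23 (standard error 0.19, adjusted p = 0.00283). The arrays measured whole tissue, so the cells that held these transcripts are not known. A call ended when 1 mouse was left out for Col4a1 in males without mouse 5 or 6 (adjusted p from 0.055 to 0.0781).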

Injured hepatocytes in *Cyp51* KO mice produce different ECMs, exemplified by the enrichment of laminin and collagen genes (*Col4a1*, *Lamc1*, etc.) and a strongly positively enriched ECM-receptor interaction pathway in hepatocarcinogenesis of both sexes. In some way, these alterations could contribute to microenvironmental reorganization and induction of EMT that positively influences tumor progression [32]. A higher rate of cancer progression in female *Cyp51* KO mice could be explained by the female-specific interplay of positively enriched TGF-β signalling. Activated TGF-β represents a central regulator of chronic liver disease and could contribute to the progression of all disease stages, both in animal models and in humans [65]. Interestingly, important crosstalk between TGF-β and *Cyp51* gene expression has been shown in the Tgf-βfl/fl;Wnt-Cre mouse model [66].

Furthermore, the results of our analysis identified the key transcriptional regulators above the differentially expressed molecular pathways: positively enriched SOX9, SP1, and negatively enriched RORC. SOX9 is an important candidate for the cancer marker required for activation of TGF-β/Smad signalling [67]. SOX9 expression, especially its isoform 2 ((SOX9)2), can predict liver disease progression [40], but was so far not described as being associated more with the female type of carcinogenesis. Similarly to SOX9, the tumor progression driver SP1 is also a key factor for the induction of TGF-β during inflammation [68] and its overexpression in *Cyp51* knock-outs relates to EMT. The impact of higher disease progression in females is reflected also in the interplay of transcription regulator SMAD3 on TGF-β signalling [69].

Increased plasma total cholesterol and HDL, and decreased plasma TG and FFA, are observed only in female KO mice. This is a possible effect of induced sex hormone-binding globulin (SHBG) by specific targets of an estrogen signalling pathway [70]. SHBG positively correlates with HDL and negatively with TGs and has been already associated with different cancers in ageing humans [71,72]. Supporting other hepatocarcinogenesis studies [73,74], the outcome of altered cholesterol and BA homeostasis was a chronic liver injury in our *Cyp51* KO mouse model with widespread fibrosis, inflammation, and malignant transformation due to toxic sterol accumulation. Additionally, sterol accumulation, in our case the consequence of inhibition of CYP51A1 [16], could be a cause of the observed widespread increase in hepatic progenitors (also known as a ductular reaction) that may also differentiate into mature hepatocyte-like cells with oncogenic potential [75].

## 4. Materials and Methods

Detailed materials and methods are described in Appendix A. The experimental design of the study is shown in Figure A1.

### 4.1. Animal Study and Samples Collection

The generation of homozygous hepatocyte-specific *Cyp51* knock-out (*Cyp51* KO) mice has been reported previously [10,16]. Animals were bred under a 12 h light and dark cycle (7:00 a.m. until 7:00 p.m. light), at 22 ± 1 °C, humidity 55 ± 10%, on standard rodent chow (diet 1324, Altromin, Lage, Germany) and acidified tap water (pH = 3) *ad libitum*. They were housed in groups of 3–5 mice per cage. The results of routine health microbiological monitoring are shown in Table A1. Mice were sacrificed at different ages (12M, 18M and 24M) with cervical dislocation between 11 and 13 h (to minimize the circadian influence), after a 4–6 h of fasting (food withdrawal at 7 h a.m.). Blood was taken immediately after cervical dislocation from the right ventricle, collected into heparin-coated Vacuette MiniCollect^®^ 1 mL Plasma Tubes (Greiner Bioone, Frickenhausen, Germany) and centrifuged for 4 °C, 3000× *g* for 15 min. Mice were weighed, organs (liver, kidney, spleen, heart, gonads) removed and patho-morphologically examined. For histology, the left lateral lobus was fixed in 4% formalin and embedded in paraffin for further histological analysis. Other parts of livers were cut into thin slices and snap-frozen in liquid nitrogen. The material was freshly frozen and stored at −80 °C for subsequent analysis.

### 4.2. Ethics Statement

Mouse experiments were approved by the Veterinary Administration of the Republic of Slovenia (license numbers 34401-31/2011/4 and 34401-52/2012/3) and were conducted in agreement with the National Institute of Health guidelines for work with laboratory animals, national legislation and Directive 2010/63/EU on the protection of animals used for scientific purposes.

### 4.3. Histological Analysis

For standard histological analyses, formalin-fixed paraffin-embedded tissue was used, sectioned to 4–5 µm and deparaffinized at 70 °C for 10 min and washed in two changes of Xylene, 100% ethanol, 95% ethanol, 70% ethanol and twice in acidified water. Hematoxylin and Eosin (H&E) stained liver sections of each mouse were scored for size, shape, and polymorphism of the hepatocytes, granulation of cytoplasm, presence of portal and parenchymal inflammation, ductular reaction, cholestasis, and presence of any type of nodule. The intensity of inflammation and ductular reaction was graded as: 0—normal, +—mild, ++—moderate and +++—severe. The extent of ductular reaction was assigned: p—proliferation around portal tracts, p-mz—proliferation extending from one portal tract to the middle zone, and p-p—bile ducts were extending from one portal field to another (bridging). For evaluation of liver fibrosis, Sirius red (SR) staining was performed by incubating deparaffinized sections in 0.1% Sirius Red solution for 1h (SR; 0.1% direct red 80, 1.2% picric acid in water), briefly destaining in diluted acetic acid, dehydrating in 70% ethanol, 95% ethanol, 100% ethanol and twice in Xylene and fixed with Roti Histokitt II (Carl Roth GmbH + Co. KG, Karlsruhe, Germany). Fibrosis in SR stained liver samples were graded: 0 as absent, + mild periportal, ++ moderate, and +++ as very strong fibrosis with bridging. Tumors, identified as macroscopically visible nodules (>1 mm) of various colors observed at autopsy, were histologically classified based on Mouse tumor classification criteria [17] as eosinophilic or clear cells nodules, adenomas, cholangiomas, cholangiocellular carcinoma or hepatocellular carcinoma (HCC).

### 4.4. Immunohistochemistry

To evaluate the expression of selected markers in liver samples submitted to the microarray experiment, immunolabeling for glutamine synthetase, β-catenin, and TGF-β1 was performed. Liver tissue sections were deparaffinized and subjected to degrading alcohol gradient and treated for antigen retrieval before staining. Afterwards, 3% hydrogen peroxide (H_2_O_2_) was used for endogenous peroxidase quenching, non-specific staining was blocked using 5% normal goat serum (Sigma-Aldrich, St. Louis, MO, USA) for 1 h at room temperature. Incubation with primary, anti-glutamine synthetase (BD Biosciences, San Jose, CA, USA; 1:1000 dilution), anti-β-catenin (BD Biosciences, San Jose, CA, USA; 1:1000 dilution) and anti-TGF-β1 (Promega, Madison, WI, USA; 1:500 dilution) antibodies in 1% goat serum in 0.1% Tris buffered saline with Tween 20 (TBST) was performed overnight at 4 °C. We used the DAKO EnVision Detection System (Agilent Technologies DAKO, Glostrup, Denmark) for antibody detection. The sections were subsequently counterstained with hematoxylin.

### 4.5. Analysis of Plasma Parameters

Total and HDL cholesterol, free fatty acids (FFA), triglycerides (TG), alanine aminotransferase (ALT), and aspartate aminotransferase (AST) were analyzed with the Architect ci8200 analyzer (Abbott Diagnostics, Abbott Park, IL, USA). The concentration of lipid parameters were measured as mmol/L and a linear regression model Age+Genotype+Sex+Age:Sex was used to fit the concentrations of individual lipids. The activity of ALT and AST were given in μkat/L and a linear regression model Age+Genotype+Sex+Genotype:Sex was used to fit their activity individually. ANOVA type III test was used to estimate the statistical significance of the effects and the Holm method was used to control the family-wise error rate (FWER) at α = 0.05.

### 4.6. Liver Sterol Analysis

Sterols isolation: Sterol intermediates were isolated with the protocol described previously [76]. Folch solution with samples corresponding to 80 mg of liver tissue was transfer to fresh tubes and 200 ng of internal standard Lathosterol-D7 (Avanti Polar Lipids, Alabaster, AL, USA) was added. Final samples were dissolved in 250 µL of methanol and transferred to HPLC vials for analysis. LC-MS analysis was performed as described [77]. Briefly, sterols were separated on combined columns of Luna^®^ 3 µm PFP (2) 100 Å (100 mm and 150 mm length) on a Shimadzu Nexera XR HPLC. For mobile phase, 80% methanol, 10% water, 10% 1-propanol, and 0.05% Formic acid were used in the isocratic condition. HPLC was coupled with the Sciex Triple Quad 3500 mass spectrometer for detection. For ionization, APCI (Atmospheric-pressure chemical ionization) was used in positive mode and detection was made in MRM (Multiple reaction monitoring) mode. The sample concentration was normalized on internal standard (Lathosterol-d7) and sterol concentrations calculated to corresponding standards from Avanti Lipids. We measured the following sterol intermediates, with MRM in brackets: Zymosterol* (367/215), 24-dehydrolathosterol* (367/215), 7-dehydrodesmosterol* (365/199), Desmosterol (367/215), Zymostenol (369/215), Lathosterol-d7 (376/215), FF-MAS* (393/214), T-MAS* (395/243), Cholesterol (369/215), Lanosterol (409/191) and 24,25-dihydrolanosterol (411/191). *Sterol concentration was too low to quantify.

### 4.7. Gene Expression Profiling and Network Analysis

Transcriptome analysis of liver samples of *Cyp51* WT and KO mice of both sexes was performed using Affymetrix GeneChip™ Mouse Gene 2.0 ST arrays and validated by qPCR (primers listed in Table S14; further details in Appendix A. The same mice and groups were used for plasma analysis (Table A2). For qPCR, a linear regression model Age+Genotype+Sex+Age:Genotype was used to fit normalized expression data of cholesterol-related genes *Hmgcr*, *Sqle*, *Lss*, *Cyp51*, *Nsdhl* and *Dhcr7*, and a reduced additive model Age+Genotype+Sex was used to fit data of fatty acid-related genes *Cyp7a1*, *Cyp8b1* and *Cyp27a1*. ANOVA type III test was used to estimate the statistical significance of the effects and Holm method was used to control FWER at α = 0.05.

A total of 20 Affymetrix GeneChip™ Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA, USA) with liver samples were processed. From each of the *Cyp51* KO livers, two samples were taken: tumor and surrounding tissue. Altogether, 6 tumor and 6 corresponding surrounding-tissue samples were obtained from *Cyp51* KO mice (Table A3). The data were analysed using R/limma, controlling the false discovery rate at α = 0.05, and deposited to Gene Expression Omnibus (GEO) under accession number GSE127772. KEGG PATHWAY and TRANSFAC databases were used for functional enrichment studies. Gene expression data from 19 weeks (W) [16] WT and KO mice of both sexes were used to determine processes that contribute to tumor progression from 19W towards 24M. Network diagrams were created using NetworkAnalyst and STRING. The proposed mechanistic scheme was designed from data obtained from mice experiments and aligned to human literature data to increase their relevance.

## 5. Conclusions

The hallmark of cancer cells is metabolic reprogramming, causing new cellular demands in selective survival and growth. Metabolic reprogramming of hepatic cholesterol synthesis leads to female prevalent hepatocellular carcinoma during aging. Inactivation of *Cyp51* affected multiple signalling pathways and transcription factors in a sex-dependent manner, resulting in metabolic-related HCC. The female-specific cholesterol-related mechanism of hepatocarcinogenesis is very similar to the human data and is in line with the fact that the liver is a sex-dimorphic metabolic organ and a major organ of cholesterol homeostasis. Since hepatocellular carcinoma is increasing in post-menopausal women, the female-specific aspects of liver cancer progression, diagnosis and treatment should become a central focus of research.

## Figures and Tables

**Figure 1:**
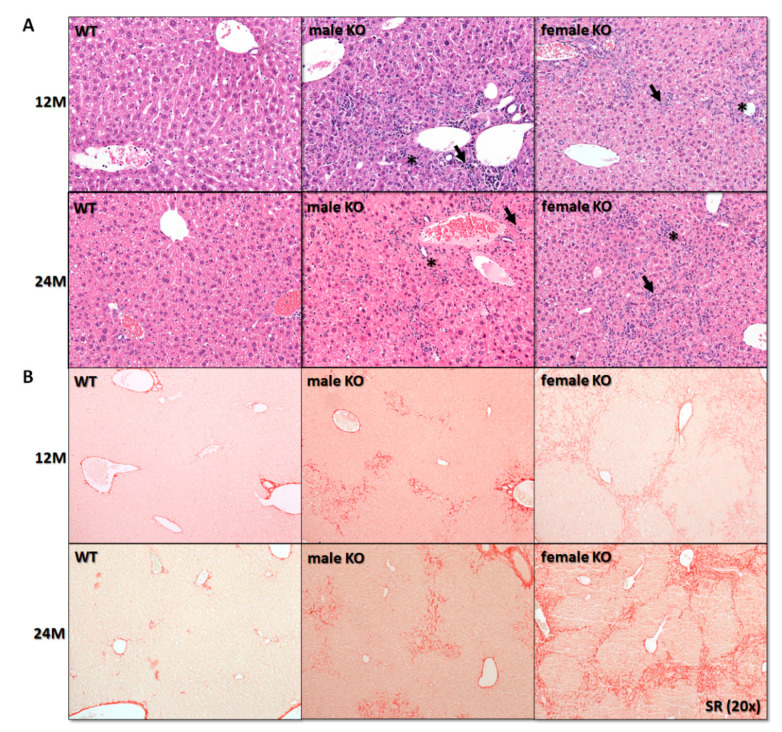
Blocking cholesterol synthesis due to depletion of *Cyp51* resulted in histological alterations of the liver, most prominent in females. (**A**) Histological examination revealed ductular reaction (*) and inflammation (→) (H&E, original magnification ×200), N = 5–10. (**B**) Sirius red stain (SR, original magnification ×200) showed more pronounced fibrosis in female transgenic mice, N = 3–5. M, month; KO, *Cyp51* KO; WT, wild-type.

**Figure 2:**
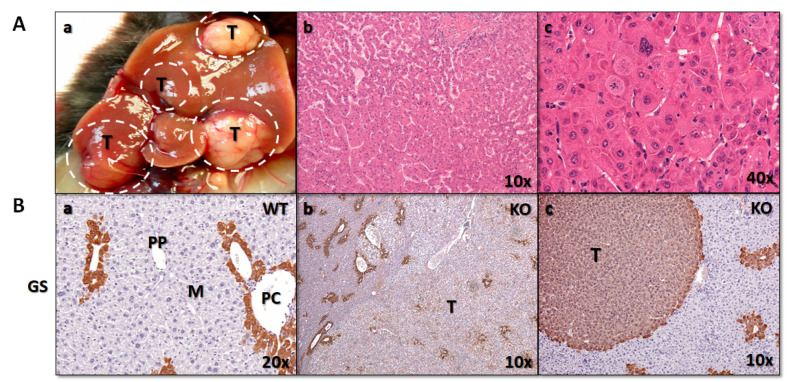
(**A**) Macroscopic and histological presentation of liver tumors. (**a**) Representative gross image of liver tumors in 24M KO mice. (**b**) Representative histologic image of HCC showing architectural abnormalities. (**c**) Higher magnification of (**c**), showing cellular and nuclear polymorphism with brisk mitotic activity. Hematoxylin and Eosin (H&E), original magnification A, B ×100, C ×400. (**B**) Immunohistochemical expression of GS marker of HCC in livers of WTs and KOs. Original magnification, (**a**) ×200, (**b**) ×100, (**c**) ×400. GS, glutamine synthetase; T, tumor; PP, periportal; PC, pericentral, M, midzonal; WT, wild-type; KO, Cyp51 KO; T, tumor.

**Figure 3:**
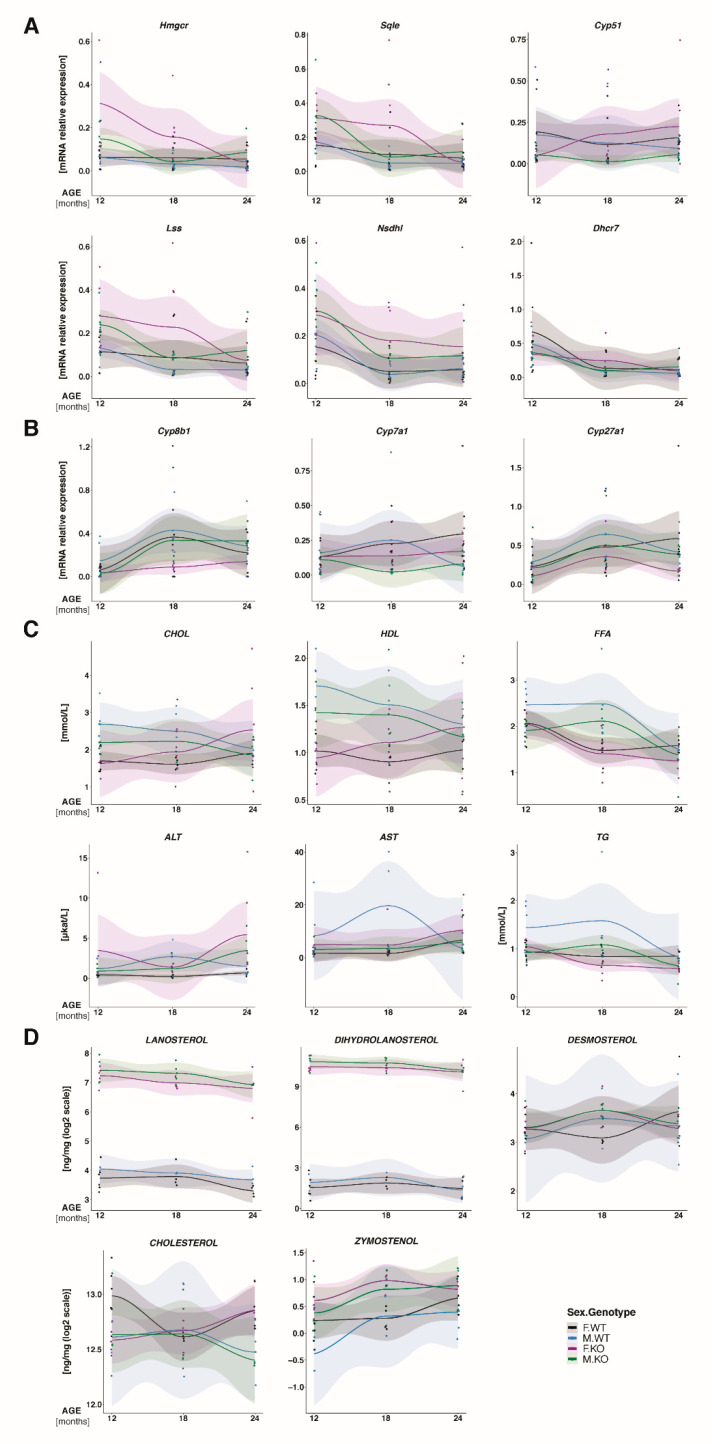
Adaptation to hepatocyte block in cholesterol synthesis during aging. Measurements were performed in KO and WT mice at 12M, 18M and 24M of age. Expression of hepatic genes from (**A**) from cholesterol synthesis (**B**) and bile acid synthesis. N = 5 mice per sex/genotype/age group. (**C**) Plasma concentration of biochemical parameters, N = 5–10 mice per sex/genotype/age group. CHOL—cholesterol, HDL—high-density lipoproteins, FFA—free fatty acids, ALT—alanine aminotransferase, AST—aspartate aminotransferase. (**D**) Liver concentration of sterol intermediates and cholesterol, N = 4–6 mice per sex/genotype/age group. Light color bands—95% confidence interval. Dots—individual measurements. KO, *Cyp51* KO; WT, *Cyp51* WT, F = female; M = male.

**Figure 4:**
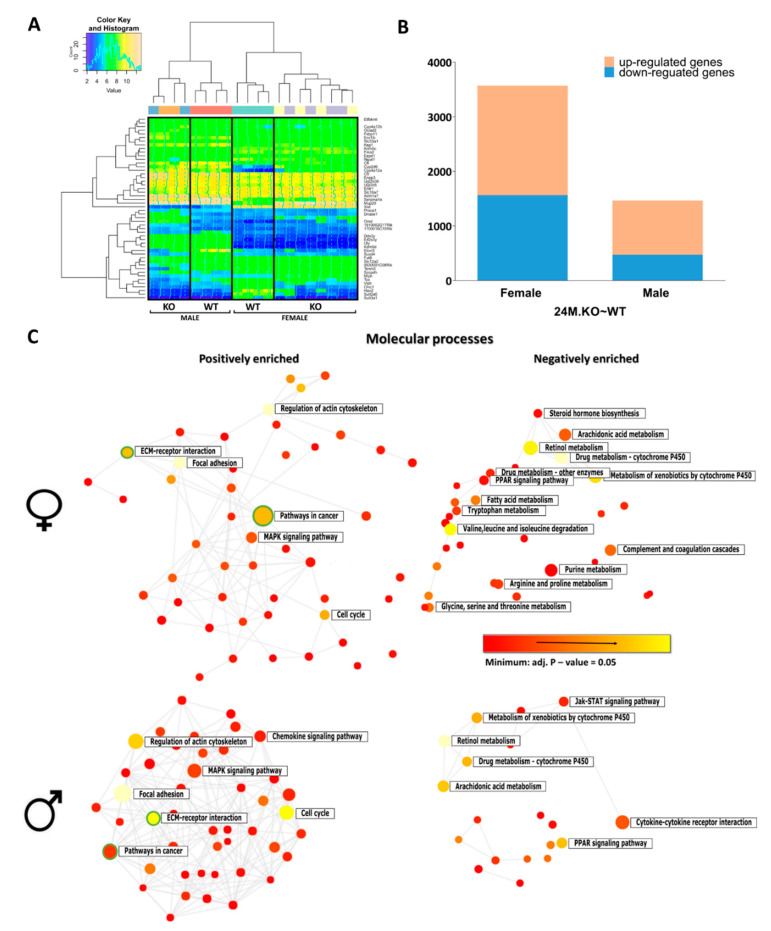
Target genes associated with blocked cholesterol synthesis. (**A**) Heat-map of top 50 DE transcripts that showed significant differences in at least one comparison: hierarchical clustering distinguished between the genotypes and sex of 24M KO (24M.KO~WT) mouse livers. (**B**) Stacked column plots with numbers of differentially up- and down-regulated sex-specific genes of 24M *Cyp51* KO mice. (**C**) The functional enriched networks of up- and down-regulated DE genes in female and male 24M KO mice using NetworkAnalyst. The sizes of the nodes correspond to the number of DE genes within a particular molecular process. All pathway nodules are differentially expressed (*p* < 0.05), the gradation rising from red to yellow (most enriched) in the network of positively (left) and negatively (right) enriched molecular processes. Circles representing cancer pathways and ECM-receptor interaction are surrounded by green lines.

**Figure 5:**
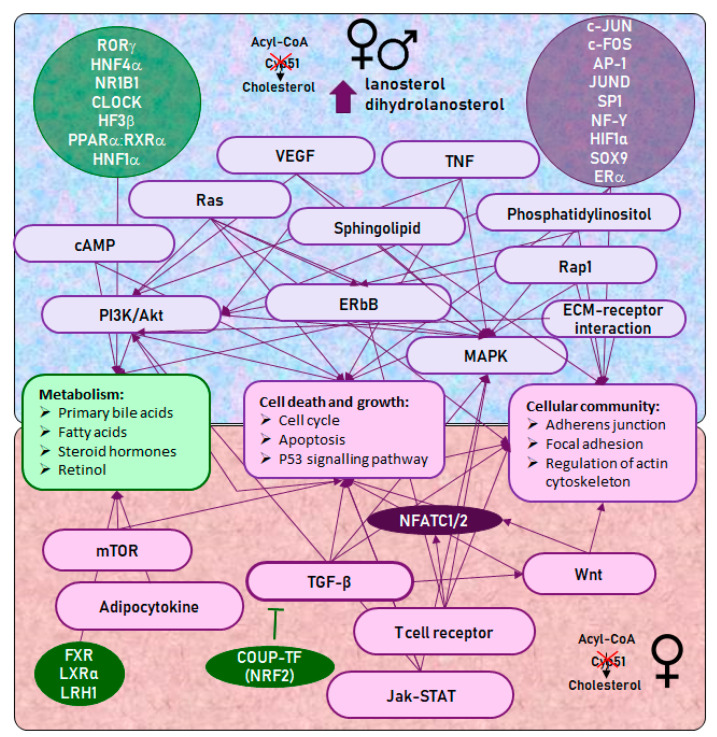
Hepatocyte-specific *Cyp51* KO resulted in the deregulation of multiple signalling pathways and TFs, leading to the development of female-prevalent liver cancer. Arrows indicate connections between KEGG signalling pathways, TFs, and cellular processes. KEGG pathways and TFs are violet if positively enriched and green if negatively enriched at 24M. Top half—selected KEGG signalling pathways and TFs that were deregulated in females and males, leading to the inhibition of basic metabolism and an increase in processes of cell death and growth, and cellular communication. MAPK and PI3K/Akt signalling pathways have a central role and are regulated by other signalling pathways and TFs, all directly or indirectly contributing to carcinogenesis. Bottom half—female-specific KEGG signalling pathways and TFs. TF NFATC1/2 is central to the female-specific phenotype and is connected by the TGF-β, mTOR and Wnt signalling pathways, positively enriched only in female *Cyp51* KO livers.

**Figure 6:**
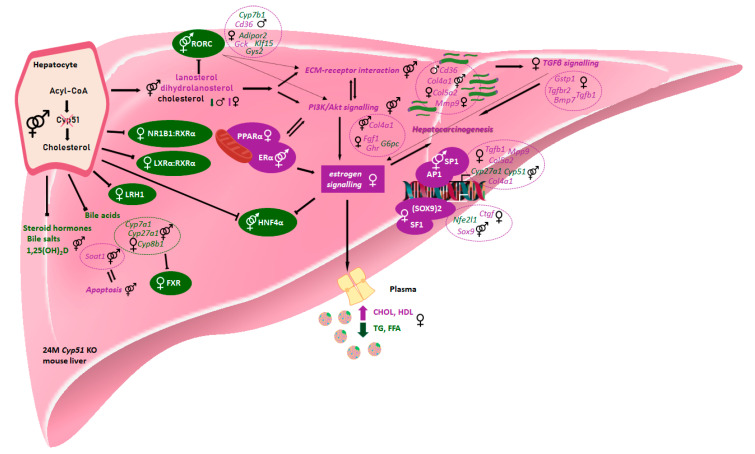
Sex-dependent metabolic and transcriptional changes after disrupted *Cyp51* from cholesterol synthesis align with hepatocarcinogenesis in humans. Arrows indicate active connections between enriched genes, KEGG pathways, and TFs. Blocked arrows represent repression. Hatched arrows represent possible transcription regulation of the selected pathway or connection between selected pathways in KO mice. Metabolites, DE genes, KEGG pathways, and TFs are violet if positively enriched and green if negatively enriched. Icons were used from the Reactome icon library. All selected mouse signalling and metabolic pathways and TFs were aligned with human literature data.

**Table 1:** The most significantly enriched KEGG pathways in 19W KO (19W.KO~WT) and 24M KO (24M.KO~WT) mice. Parameters shown in bold are statistically significant. KEGG, Kyoto Encyclopaedia of Genes and Genomes; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

KEGG Pathway	19W.KO~WT				24M.KO~WT			
	Females		Males		Females		Males	
	LogFC	adj. *p*-Value	LogFC	adj. *p*-Value	LogFC	adj. *p*-Value	LogFC	adj. *p*-Value
Cell cycle	1.13	0.01 *	1.06	0.024	1.60	<0.001 ***	2.13	<0.001 ***
Pathways in cancer	1.09	0.001 **	0.79	0.019 *	1.89	<0.001 ***	1.84	<0.001 ***
ECM-receptor interaction	1.30	0.005 **	1.50	0.005 **	1.82	<0.001 ***	1.85	<0.001 ***
Proteoglycans in cancer	1.10	0.001 **	0.93	0.005 **	1.63	<0.001 ***	1.61	<0.001 ***
Apoptosis	1.16	0.001 **	0.93	0.003 **	1.65	<0.001 ***	1.49	<0.001 ***
p53 signalling pathway	0.67	0.011 *	0.60	0.032 *	1.26	<0.001 ***	1.33	<0.001 ***
MicroRNAs in cancer	1.05	0.001 **	0.68	0.026 *	0.87	<0.001 ***	0.95	<0.001 ***
Hepatocellular carcinoma	0.67	0.001 **	0.32	0.131	0.95	<0.001 ***	0.72	0.006 **
Circadian entrainment	0.21	0.123	0.13	0.387	0.42	0.020 *	0.27	0.197
TGF-β pathway	0.61	0.002 **	0.38	0.051	0.45	0.007 **	0.14	0.427
Wnt signalling pathway	0.29	0.051	0.10	0.588	0.32	0.018 *	0.24	0.118
PI3K/Akt signalling pathway	1.00	0.006 **	0.94	0.016 *	1.61	<0.001 ***	1.51	<0.001 ***
Fatty acid degradation	−1.24	<0.001 ***	−0.49	0.053	−1.18	0.001 **	−1.12	0.009 **
Metabolic pathways	−1.63	0.001 **	−0.14	0.818	−1.80	0.009 **	−0.69	0.367
Peroxisome	−0.69	0.007 **	−0.57	0.033 *	−1.82	<0.001 ***	−1.20	0.018 *
Primary bile acid biosynthesis	−1.76	<0.001 ***	−0.60	0.103	−1.29	0.002 **	−1.40	0.004 **
Biosynthesis of unsaturated fatty acid	−0.47	0.063	−0.05	0.874	−0.87	0.018 *	−0.46	0.261

**Table 2:** The most significantly enriched TFs in 19W KO (19W.KO~WT) and 24M KO (24M.KO~WT). Parameters shown in bold are statistically significant. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; n.s.—not significant. SP-1: Specificity protein 1; AP1: Activator protein 1; C/EBPβ: DNA damage-inducible transcript 3; PPARα: Peroxisome proliferator-activated receptor alpha; HIF1α: Hypoxia-inducible factor 1-alpha; NFATC1: Nuclear factor of activated T-cells, cytoplasmic 1; CLOCK: Circadian locomotor output cycles kaput; LXRα: Liver X receptor alpha; RXRα: Retinoid X receptor alpha; HNF4α: Hepatocyte nuclear factor 4 alpha; RORα: RAR-related orphan receptor alpha, RORC: RAR-related orphan receptor gamma; NR1B1: Retinoic acid receptor alpha.

Transcription Factor	19W.KO~WT				24M.KO~WT			
	Females		Males		Females		Males	
	LogFC	adj. *p*-Value	LogFC	adj. *p*-Value	LogFC	adj. *p*-Value	LogFC	adj. *p*-Value
SP1	0.81	0.002 **	0.85	0.001 **	1.47	<0.001 ***	1.49	<0.001 ***
C-JUN	0.93	0.001 **	0.75	0.005 **	1.42	<0.001 ***	1.50	<0.001 ***
JUND	0.92	0.002 **	0.72	0.013 *	1.05	<0.001 ***	0.91	<0.001 ***
C-FOS	1.20	<0.001 ***	0.98	<0.001 ***	1.47	<0.001 ***	1.33	<0.001 ***
AP1	1.00	<0.001 ***	0.66	0.003 **	1.17	<0.001 ***	0.88	<0.001 ***
C/EBPβ	0.52	0.010 *	0.76	<0.001 ***	0.91	<0.001 ***	0.87	0.004 **
PPARα	0.51	0.04 *	0.06	0.83	0.60	0.001 **	0.22	0.27
SOX9	0.34	0.082	0.30	0.125	0.90	<0.001 ***	0.63	0.001 **
(SOX9)2	0.46	0.012 *	0.33	0.057	0.67	0.005 **	0.50	0.062
HIF1α	0.33	0.013 *	0.23	0.070	0.43	0.008 **	0.58	0.004 **
NFATC1	0.34	0.042 *	0.18	0.284	0.36	0.035 *	0.29	0.156
CLOCK	−0.24	0.035	−0.17	0.122	−0.26	0.031 *	−0.41	0.009 **
LXRα:RXRα	n.s.	n.s.	n.s.	n.s.	−0.56	0.043 *	−0.19	0.602
HNF4α	−0.73	0.007 **	−0.27	0.290	−1.60	<0.001 ***	−1.17	0.019 *
RORα	−0.72	<0.001 ***	−0.20	0.256	n.s.	n.s.	n.s.	n.s.
RORC	−0.35	0.028 *	−0.11	0.474	−1.68	<0.001 ***	−2.10	<0.001 ***
NR1B1	−0.21	0.087	−0.35	0.007 **	−0.80	<0.001 ***	−0.59	<0.001 ***

**Figure A1:**
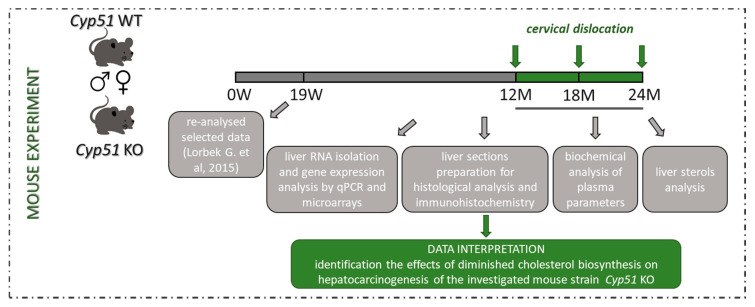
Experimental design. Experiments were performed in female and male *Cyp51* liver conditional knock-out mice at age of 12, 18, and 24 months, and the wild-type controls. Collected data from livers and blood samples were aligned to data of the 19 weeks old mice.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/11/3302/s1, in files (1) Supplementary Figures and (2) Supplementary Tables. Figure S1: Patho-histological features of *Cyp51* KO mice. Figure S2: The KO mice liver and body weights at different ages, both sexes. Figure S3: Immunohistochemical expression of TGF-β1 and β-catenin. Figure S4: qPCR expression profiles of TGF-β and Wnt signalling markers. Figure S5: TF networks of 24M KO mice. Table S1: List of gene sequences for qPCR validation. Table S2: Female *Cyp51* KO mice had a higher incidence of liver tumors as males. Table S3: Differences between mouse liver/body/relative weights. Table S4: A heat-map of cholesterol and bile acid synthesis DNA-microarray gene expression in male and female KO mice. Table S5: The long-term ablation of *Cyp51* in hepatocytes influence at gene and metabolic levels. Table S6: DNA-microarray gene expression tables. Table S7: KEGG pathways expression tables deduced from DNA-microarray gene expression pattern. Table S8: Transcription factors expression tables deduced from DNA-microarray gene expression pattern. Table S9: A clear sex imbalance in gene expression in 24M KOs. Table S10: List of sex-specific top 10 statistically significant down- and up-regulated genes (deduced from Table S6) in *Cyp51* KO mice, aged 19 weeks and 24 months. Table S11: List of sex-specific top 10 statistically significant down- and up-regulared TFs (deduced from Table S8) in *Cyp51* KO mice, aged 19 weeks and 24 months. Table S12: Target genes of TFs RORC and SOX9. Table S13: COSMIC database information of *CYP51A1* point mutations in humans. Table S14: The positive data (mutated samples) for selected gene *CYP51A1* from COSMIC database. The datasets generated during the current study are available in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE127772 and GSE58271.

## Abbreviations

CYP51	Lanosterol 14α-demethylase
MAFLD	Metabolic Associated Fatty Liver Disease
NAFLD	Non-Alcoholic Fatty Liver Disease
HCC	Hepatocellular Carcinoma
WT	Wild-Type
KO	Knock-Out
M	Month
W	Week
H&E	Hematoxylin and Eosin
SR	Sirius Red
FFA	Fatty Free Acids
TG	Triglycerides
BA	Bile Acids
CHOL	Cholesterol
HDL	High-Density Lipoprotein
ALT	Alanine Transaminase
AST	Aspartate Transaminase
LC-MS	Liquid Chromatography-Mass Spectrometry
HMGCR	3-hydroxy-3-methyl-glutaryl-coenzyme A reductase
DHCR24	24-dehydrocholesterol reductase
GEO	Gene Expression Omnibus
DE	Differentially Expression
ECM	Extracellular Matrix
KEGG	Kyoto Encyclopedia of Genes and Genomes
EMT	Epithelial to Mesenchymal Transition
TF	Transcription Factor

## Appendix A

**Table A1:** List of negatively tested microorganisms in mice in routine health microbiological monitoring.

List of Negatively Tested Microorganisms	
***Citrobacter rodentium***	Minute virus of mice
*Corynebacterium kutscheri*	Mouse hepatitis virus
*Klebsiella oxytoca*	Mouse parvovirus (rVP2)
*Klebsiella pneumoniae*	Mouse rotavirus/EDIM
*Pseudomonas aeruginosa*	Mycoplasma pulmonis
*Salmonela* spp.	Pneumonia virus of mice
*Staphylococcus aureus*	Reovirus type 3
*Streptobacillus moniformis*	Sendai virus
*Streptococci beta-haemolytic Group A*	Theiler’s encephalomyelitis virus (GD VII)
*Streptococci beta-haemolytic Group B*	Myobia musculi/Radfordia sp.
*Streptococci beta-haemolytic Group C*	Other ectoparasites
*Streptococci beta-haemolytic Group G*	Aspiculuris tetraptera
*Streptococcus pneumoniae*	Cryptosporidium spp.
*Adenovirus FL*	Entamoeba spp.
*Adenovirus K87*	Giardia spp.
*Clostridium piliforme*	Helicobacter bilis
*Ectromelia virus*	Spironucleus spp.
*General parvovirus (rNS-1)*	Syphacia obvelata
*Lymphocytic choriomeningitisvirus*	

### Plasma Analysis

Mice were placed into groups according to their age (12, 18 and 24 months, 24 mice per group), genotype (37 *Cyp51* WT, 35 *Cyp51* KO), and sex (40 female, 32 male). 72 mouse samples (4-7 samples per group) were analysed (Table A2).

**Table A2:** Number of mouse samples for plasma and RT-qPCR gene expression analysis.

Mouse Samples		Age		
Genotype	Sex	12M	18M	24M
*Cyp51* WT	female	7	7	7
	male	5	5	6
*Cyp51* KO	female	5	7	7
	male	7	5	4

### Gene Expression Analysis

The same mice and groups were used as for plasma analysis (Table A2). Total RNA was isolated from 30 µg of the liver using TRI Reagent (Sigma-Aldrich, St. Louis, MO, USA) procedure. RNA concentration and purity of each sample were assayed using NanoDrop 1000 Spectrophotometer (Thermo Fischer Scientific, Waltham, MA, USA). The RNA quality was checked with Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Before cDNA synthesis, all liver RNA samples (2 µg) were treated with amplification grade DNase I (Roche, Basel, Switzerland), and reverse-transcribed with the Transcriptor Universal cDNA Master (Roche, Basel, Switzerland) according to manufacturer’s instructions.

Real-time quantitative reverse transcription polymerase chain reaction (RT-qPCR) was performed using a Roche LightCycler 480 (Roche, Basel, Switzerland). In all experiments, the PCR reaction consisted of 2.5 µL SYBR Green I Master (Roche, Basel, Switzerland), 0.75 µL of cDNA template, 0.6 µL of 2.5 µM random primer mix and 1.15 µL of RNAse-free water in a final volume of 5 µL. All experiments were carried out in three technical replicates for each of the sample using 384-well plates. PCR was performed with the following parameters: 10 min incubation at 95 °C followed by 45 cycles of 10 s at 95 °C, 20 s at 58 °C and 20 s at 72 °C. *Utp6* and *Hmbs* were chosen as internal reference genes in mice liver for normalization of gene expression data using NormFinder [78]. The relative expression ratio was calculated using the ddCp as previously described [79]. The list of primer sequences used in RT-qPCR is provided under Table S1: oligonucleotide sequences.

### Microarray-Based Gene Expression Profiling

**Table A3:** Number of 24M mouse samples for DNA-microarray analysis. ↔ indicates related samples, i.e., different tissue samples obtained from individual mice.

24M Mouse Samples		Genotype			
		*Cyp51* WT	*Cyp51* KO		
		Tissue			
		Normal	Surrounding		HCC
Sex	Female	4	4	↔	4
	Male	4	2	↔	2

The experiment was performed with 500 ng starting concentration of total RNA with a purity (absorbance ratio A260/280) >1.8 and quality (RIN) >4.5. The procedure was done as described previously [10,16] and considering the manufacturer’s instructions. Briefly, after overnight hybridization at 45 °C and 60 rpm/min microarrays were washed and stained using GeneChip Fluidics Station 450 and scanned on Affymetrix GeneChip Scanner 3000 7G. Image analysis and first quality check were done using the Affymetrix Expression Console™ version 1.3.

Further quality control and analysis were performed using R and Bioconductor software packages. RMA algorithm from package *oligo* [80] was used for the normalization of raw expression data. Package *arrayQualityMetrics* [81] was used to check additional quality control and assessment of potential outliers before and after normalization. Raw (CEL) as well as normalized data were deposited to GEO under accession number GSE127772 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE127772). Package *limma* [82] was used to fit individual normalized gene expression and gene set enrichment data using a linear regression model Genotype+Sex+Genotype:Sex. Empirical Bayes statistics was used to estimate the significance of the effects for each gene (gene set) and Benjamini-Hochberg procedure was used to control false discovery rate (FDR) at α=0.05 accounting for the number of tested genes (gene sets) and to infer differential expression of genes (enrichment of gene sets).

KEGG PATHWAY [82] and TRANSFAC database were used for functional enrichment studies [83]. Gene sets containing over 5 elements were constructed and tested for enrichment using the *PGSEA* package [84]. In the case of transcription factor enrichment, factors were merged based on their ID irrespective of their binding sites.

Gene expression data from 19 weeks (19W) old hepatocyte-specific *Cyp51* KO mice (*Cyp51^flox/flox^; Alb-Cre* or LKO; i.e., KO) and their WT littermates (*Cyp51^flox/flox^* or LWT; i.e., WT) following standard rodent diet (low-fat no-cholesterol, LFnC) was analysed to determine processes that contribute to tumor progression from 19W towards 24M. Data is available from GEO under accession number GSE58271 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) [16]. Data was preprocessed, annotation updated and analyzed using the same procedure as described above. A linear regression model Genotype+Sex+Genotype:Sex was used to fit individual normalized gene expression and gene set enrichment data from mouse samples shown in Table A4.

**Table A4:** Number of 19W mouse samples from GSE58271 that were included to determine processes that contribute to tumor progression from 19W towards 24M.

19W Mouse Samples		Genotype	
		WT	KO
Sex	Female	3	3
	Male	3	3

Network diagrams of differences in gene expression in females and males (Figure 4C) were created using the NetworkAnalyst program [19]. For the generation and visualization of transcription factor networks (Figure S5), the list of female and male DEG was mapped to the ˝database˝ libraries of the STRING online software [27] using medium confidence score (0.4).

# Supplementary material for: Chronic Disruption of the Late Cholesterol Synthesis Leads to Female-Prevalent Liver Cancer
**Source:** Cancers (Basel). 2020 Nov 9;12(11):3302. doi: 10.3390/cancers12113302
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURES.

Figure S1. Patho-histological features of *Cyp51* KO mice.

Figure S2. The KO mice liver and body weights at different ages, both sexes.

Figure S3. Immunohistochemical expression of *Tgfb1* and *Ctnnb1*.

Figure S4. qPCR expression profiles of TGF- β and Wnt signalling markers.

Figure S5. TF networks of 24M KO mice.

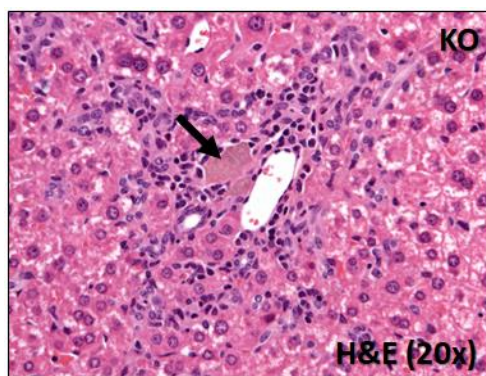

Figure S1. Patho-histological features of *Cyp51* KO mice. In livers of aging mice, yellow pigment likely representing lipofuscin pigment was observed in areas of pronounced ductular reaction, sometimes surrounded by other hepatic cells, evaluated as macrophages. Accumulation of yellow pigment in the liver of *Cyp51* KO mice (arrow). (H&E, original magnification x200); N=6-10 mice/group. KO, *Cyp51* KO.

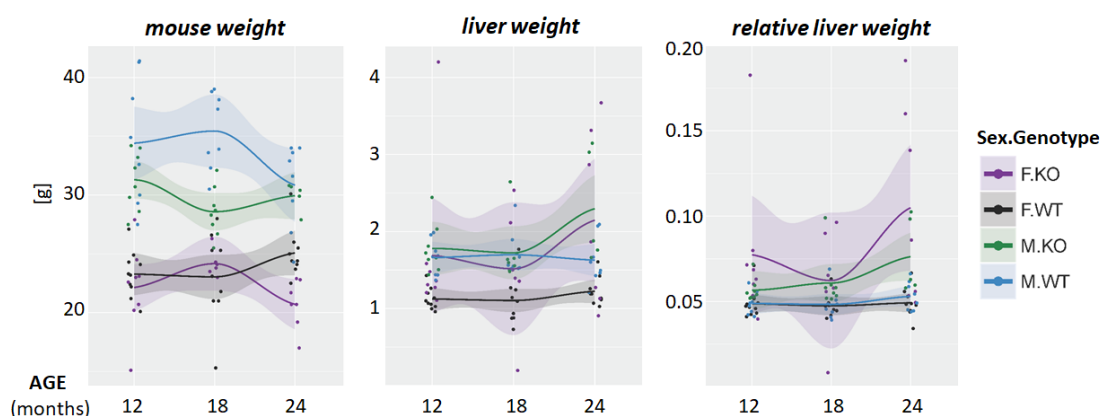

Figure S2. Comparison of mouse liver/body/relative weights: relative weights were significantly elevated in 24M KO females, who had the highest incidence of liver tumors. The KO mice of both sexes have significantly increased liver and decreased body weight at different ages. 5-10 mice were analysed in each group. G, gram; KO, *Cyp51* KO; WT, wild-type; F = female; M = male.

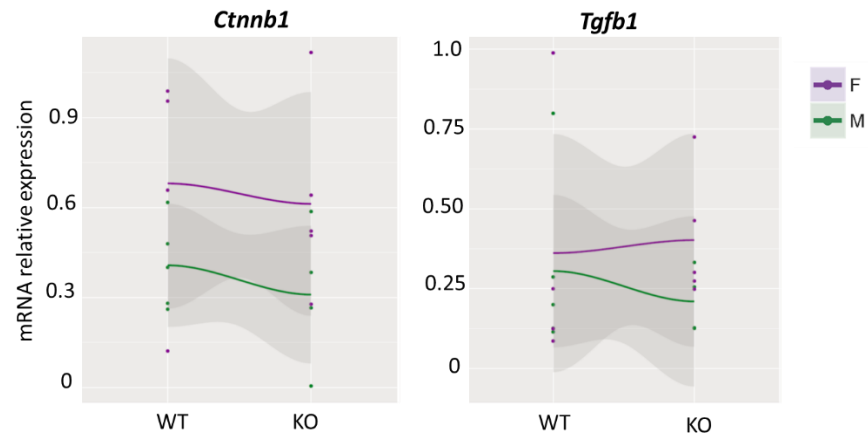

Parameter	Group 1	Group 2	Mean diff.	Pr(>F)
<i>Ctnnb1</i>	F	M	0.29	0.051 .
<i>Tgfb1</i>	F	M	0.07	0.343

Figure S3. qPCR expression profiles of TGF-β1 and Wnt signalling markers. Genotype profiles of qPCR expression measurements with statistically differences of selected genes *Ctnnb1* and *Tgfb1* in 24M KO mice. Light color bands represent 95% confidence interval and dots represent individual measurements. (N= 3-4 mice per sex/genotype group); KO, *Cyp51* KO; WT, wild-type, ~~β-cat~~*Ctnnb1*, β-catenin; F, female; M, male; p<0.1, * p<0.05, ** p<0.01, *** p<0.001.

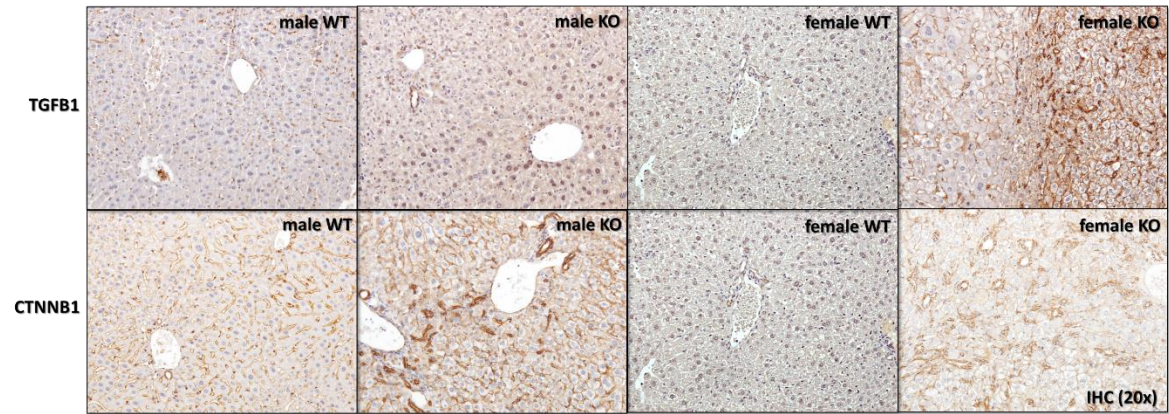

Figure S4. Immunohistochemical expression of TGF-β1 and β-catenin as potential markers of hepatocarcinogenesis in 24M.KO mice. A similar observation was made in 12M.KO mice (images not included). Original magnification, x200. TGFβ1; tumor growth factor 1; CTNNB1, β-catenin; KO, *Cyp51* KO; WT, wild-type.

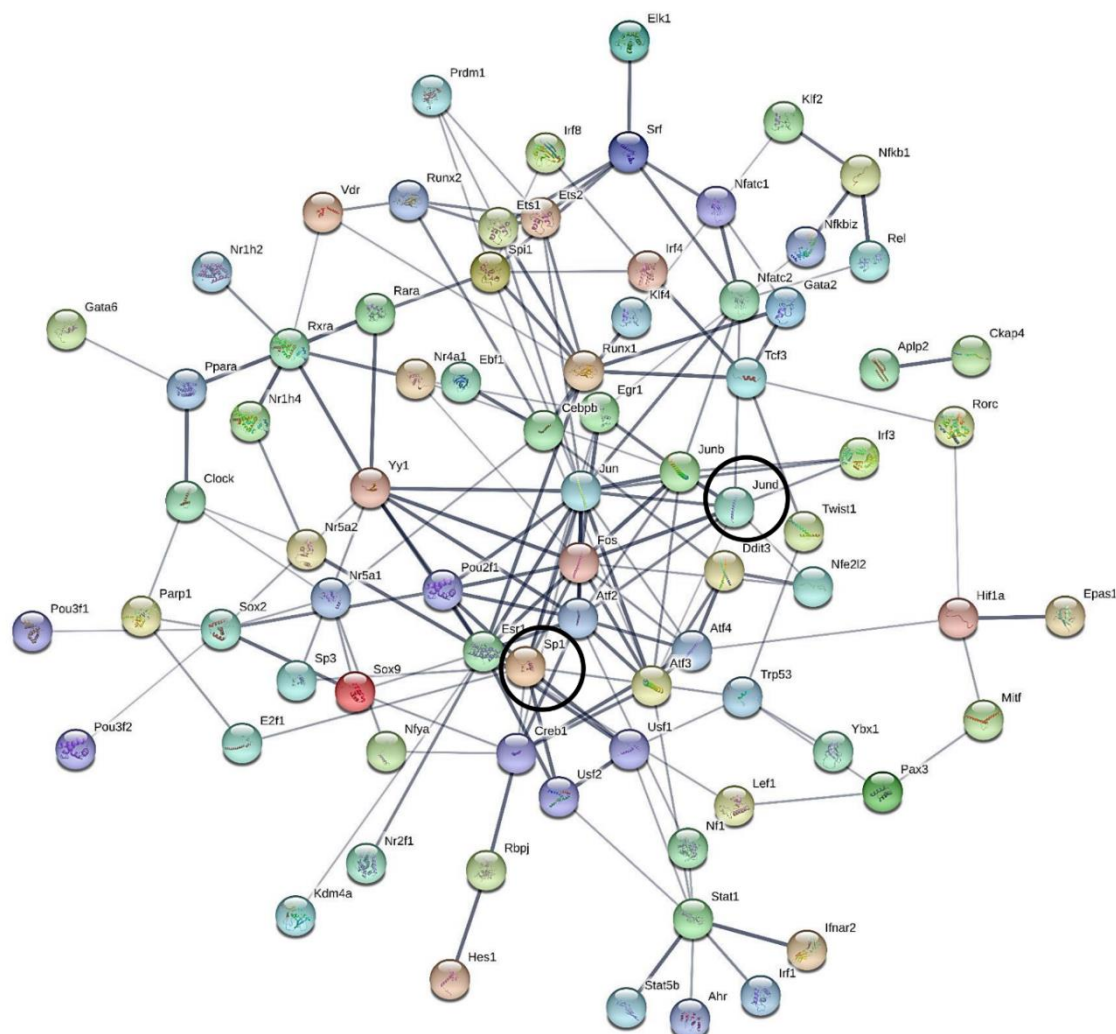

Figure S5. TF networks of 24M KO mice. TF networks generated with STRING show known and predicted protein-protein interactions. Network nodes represent TFs, produced by a single, protein-coding gene locus. For TFs with the known or predicted 3D structure, the structure is represented within nodes; empty nodes represent TFs of unknown 3D structure. Edges indicate protein-protein associations, i.e. proteins jointly contributing to a shared function and not necessarily physically binding each other. Nodules representing TFs SP1 and JUND are surrounded by black lines. KO, *Cyp51* KO.

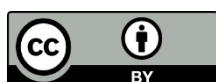

© 2020 by the authors. Submitted for possible open access publication under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

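Gene expression was measured in the livers of 14 mice aged 24 months on Affymetrix Mouse Gene 2.0 ST arrays. The 6 KO mice (4 females and 2 males) gave a tumor and a surrounding array each, and the 8 WT mice (4 females and 4 males) gave 1 array each. The authors processed the 20 arrays by RMA with oligo, whose versions are not stated, and the deposited values are log2 RMA values, already background-corrected, normalized and summarized. Raw intensities were not read. Of 25341 rows with a gene symbol, 23521 had 1 symbol and 1820 had several, and 16004 rows had values and no symbol. For each label the row of highest mean was tested, which gave 23629 labels, 22180 of them with 1 symbol.

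The tumor and surrounding arrays of a KO mouse were averaged, and limma 3.58.1 in R 4.3.3 was fitted to the means of the 4 groups of genotype and sex, with contrasts of KO minus WT in females, in males and on average, the difference of these effects (female minus male), and WT female minus WT male. The female and male contrasts share no WT mice. Tumor was compared with surrounding tissue on the 12 KO arrays with the mouse as a fixed block. Adjusted p-values are from limma's moderated test with the Benjamini-Hochberg method over all genes tested, and the threshold was 0.05. Gene lists were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, and by fry, which does not compare a list with other genes. In females the mean score of each list per mouse was also compared by an exact permutation test, which does not compare a list with other genes either. Of 54 lists, 53 held at least 5 measured genes. The lists, groups, tests, alternatives and the rule for the genes named were chosen before the data were examined, except where the text says otherwise. Values in the tables of the paper had been seen by then. The genes named are those the paper names, those of largest change past the threshold whose KO mice all lay on 1 side of the WT mice of that sex, and up to 4 members of smallest p in each list named. Of the genes the paper names, Hmgcr, Trp53, Gck, Rorc and Cyp4a32 had no named feature.

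The number of arrays limits the precision. On simulated data with 200 changed genes, a log2 fold change of 1 was recovered for 78.5% of genes in females, 66.6% in males, 36.3% for the difference between the sexes and 87.8% between tumor and surrounding tissue, and between 4.4% and 5.4% of calls were false. A difference of 0.5 between the sexes was recovered for 1.3% of genes. The alternatives were each array as its own replicate, the mouse as a random block (statmod 1.5.0), tumor or surrounding arrays only, the mice of 1 sex only, quantile normalization, centring on the median, an intensity trend with robust estimation, array weights, filters on low values, every annotated feature, features with 1 symbol, a minimum log2 fold change, other list tests and leaving out each mouse. Measurements by qPCR, of sterols and plasma, and of livers at other ages were not in the file.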

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

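The tests of wrong sex labels, of a lower share of hepatocyte RNA, of Cyp51 in relation to other scores, and of the splits that exchange tumor with surrounding tissue for genes were chosen after the result was seen.

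Of 42 genes that female mouse livers express more than male livers, 1 rose, 26 fell and 15 did not pass the test (2 rose and 29 fell when adjusted over the list alone) in KO females, with a median log2 fold change of -1.72 (adjusted p = 1.1e-14 from camera, and adjusted p = 0.128 with an estimated correlation), a list the paper does not report on. A lower share of hepatocyte RNA as the whole cause is argued against by 9 of the 49 male-biased genes measured, which rose in KO females. Among them were Cyp2d9, Mup20, C6 and Cib3 (6 without Gstp1, Gstp2 and Dhrs9, which need not come from hepatocytes). The male-biased list as a whole had a mean score of 0.25 in KO females and did not pass (exact permutation p = 0.0571). The scaling of the arrays is argued against by 26 genes of the female-biased list that fell under quantile normalization and under centring. Wrong sex labels are argued against by Xist and the Y-linked genes, which matched the label on 20 of 20 arrays. The mean score of hepatocyte identity genes was lower too, at -0.49 in KO females (-0.71 to -0.23, against -2.83 to -0.94 for the female-biased genes), and those of ductular cells and lipid-associated macrophages were higher at 1.29 and 1.58, while those of endothelium and of T and NK cells stood at 0.02 each, so a part of a lower hepatocyte share in the fall stays open. The difference between the sexes had a median of -0.98 (adjusted p = 7.5e-18 from camera, and adjusted p = 0.361 with an estimated correlation), which the choice of the list can produce, since such genes stand low in WT males (2.961 for Cyp3a16 and 3.145 for Sult2a1) and can hardly fall there, so it counts for no explanation. A change in the sex-dependent expression of hepatocytes may account for the genes that fell, as a hypothesis raised from these data and not itself tested.

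Cyp51 stood at 7.50 in the tumor array of mouse 1 and 7.90 in that of mouse 6, against 6.21 and 5.91 in their surrounding arrays, and between tumor and surrounding tissue of the 6 KO mice it had a log2 difference of 0.66 (standard error 0.25, adjusted p = 0.811). RNA from other cells and hepatocytes that kept Cyp51 may both account for this, where the feature measures the deleted exons, which was not tested. By Spearman's rho neither relation over the 6 mice passed the correction for the 2 relations computed. The difference of Cyp51 and that of the mean score of 8 lists of other cell types had Spearman's rho 0.77 (exact permutation p = 0.103, adjusted p = 0.103) and Pearson's r 0.97 (exact permutation p = 0.0111, adjusted p = 0.0222), which passed and rests on mice 1 and 6, since r was 0.52 without them. With the position between WT and KO, rho was -0.89 (exact permutation p = 0.0333, adjusted p = 0.0667), and r was -0.58 (exact permutation p = 0.190, adjusted p = 0.190) and -0.82 without mice 1 and 6. An earlier form of the test of other cells, set before its result was seen, was met, and so was an earlier form of the other test, set after its result was seen; both were replaced because they grouped mice by their Cyp51 value.

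No gene passed between tumor and surrounding tissue with limma (0 of 23629, with 1443 at an unadjusted p under 0.05, and 0 under each alternative for genes). Differences that go different ways in different mice may account for this, since the correlation across genes of the tumor minus surrounding differences had a median of 0.03 over 15 pairs of mice (-0.18 to 0.29, with 10 pairs above 0; genes are not independent replicates). That both arrays of a mouse hold the same tissue stays open, since in 1 of 6 mice an array of the same tissue from another KO mouse lay nearer than the other array of the mouse, a count between the bounds set for either outcome. Against it, the paper states that only tumors classified as HCC by histology were used, and the 2 arrays of mouse 1 lay apart on the first principal component (-7.22 and 17.38), as did those of mouse 6 in Cyp51. No biological explanation was tested.

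Over 45 sets of scores of 4 mice each, the mean score of a list set a mouse far from the others of its group 7 times, and chance sets apart about 1 in 20 groups. WT female mouse 9 scored 0.95 for B and plasma cells (others -0.37 to -0.23), 1.05 for neutrophils (others -0.44 to -0.23) and 1.04 for pancreatic and gut genes (others -0.40 to -0.29). WT female mouse 7 scored 0.90 for Kupffer cells (others -0.41 to -0.23), and WT female mouse 8 scored -0.19 for stellate cells (others 0.05 to 0.07). WT male mouse 14 scored -0.16 for pericentral hepatocytes (others 0.05 to 0.06), and WT male mouse 12 scored -0.17 for cholangiocytes (others 0.04 to 0.08).

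The effect of the KO differed between the sexes for 8 genes by limma, each as the female minus the male log2 fold change. It was 4.14 for Mup20 (adjusted p = 0.0121), 3.75 for Cyp2d9 (adjusted p = 0.0121), 2.17 for C6 (adjusted p = 0.0472), 1.99 for Susd4 (adjusted p = 0.0449), -1.47 for H2bc9 (adjusted p = 0.0121) and -1.71 for Dnase1 (adjusted p = 0.0449), and -2.46 and -2.71 for a pair of features shared by Zbed4 and 4930529C04Rik. Those shared features, which match several symbols, were named after their values were seen. Mup20 (12.276 against 7.527), Cyp2d9 (9.433 against 4.771), C6 (9.466 against 5.964) and Susd4 (7.337 against 5.239) had higher means in WT males than in WT females. H2bc9 had a higher mean in WT females, with low values in both (3.566 against 2.527). How far these interactions follow from the sex difference in WT was not tested. The number of genes called was 2 without mouse 5, 5 without mouse 7, 8, 10 or 12, 15 without mouse 1 and 37 without mouse 6. Without mouse 5, adjusted p was 0.0987 for Mup20, 0.144 for Cyp2d9 and 0.0817 for H2bc9. With adjusted p of up to 0.416, 0.465 and 0.465, the call of C6 ended without any 1 mouse but mouse 2 or 3, that of Susd4 without any but mouse 1, 6, 13 or 14, and that of Dnase1 without any but mouse 1, 3 or 6.

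Of the lists, the difference between the sexes (median log2, female minus male) was 0.37 for male-biased genes (adjusted p = 1.6e-10 from camera, and adjusted p = 0.136 with an estimated correlation; such genes stand low in WT females, 3.369 for Cyp4a12a, and can hardly fall there), -0.41 for proliferation markers (adjusted p = 1.5e-06 from camera, and adjusted p = 0.942 with an estimated correlation), 0.37 for cholangiocyte markers (adjusted p = 2.1e-04 from camera, and adjusted p = 0.942 with an estimated correlation), -0.12 for the cell cycle (adjusted p = 0.00585 from camera, and adjusted p = 0.942 with an estimated correlation) and 0.53 for Kupffer cells (adjusted p = 0.00895 from camera, and adjusted p = 0.942 with an estimated correlation). It was 0.32 for NRF2 targets (adjusted p = 0.0105 from camera, and adjusted p = 0.942 with an estimated correlation), -0.36 for steroid metabolism (adjusted p = 0.0373 from camera, and adjusted p = 0.942 with an estimated correlation) and -0.29 for drug metabolism (adjusted p = 0.0488 from camera, and adjusted p = 0.942 with an estimated correlation). Calls ended without mouse 6 for proliferation (adjusted p = 0.306), cholangiocytes (0.340) and the cell cycle (0.932, and 0.0815 and 0.0694 without mouse 7 or 12). The NRF2 call ended without mouse 5, 8 or 13 (0.853, with a median of -0.11 and the direction turned, 0.127 and 0.307), and that of Kupffer cells without mouse 1, 5, 8, 10 or 13 (from 0.0565 to 0.306). Steroid metabolism lost its call without mouse 2, 3, 5, 7, 9, 10, 13 or 14 (from 0.0510 to 0.401), and drug metabolism without those or mouse 4 or 6 (from 0.0518 to 0.810). With tumor arrays alone the calls of steroid metabolism (0.231), drug metabolism (0.779) and the cell cycle (0.115) ended, with surrounding arrays alone that of NRF2 targets (0.208), with a background of genes with a log2 value of at least 6 that of drug metabolism (0.217), and by fry all of them and that of female-biased genes (from 0.272 to 0.944). In settings chosen after seeing the data, the cell cycle call ended with mouse 1 by its surrounding array (0.138), and without mice 9 and 13 those of steroid metabolism (0.447), drug metabolism (0.103), NRF2 targets (0.447) and Kupffer cells (0.447) ended.

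In KO females the median log2 fold change was -1.70 for pericentral hepatocyte genes and 1.73 for markers of recruited, lipid-associated macrophages, lists the paper does not report on.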

How the results depend on the processing

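No gene named that was called in KO against WT turned its direction in any setting run (0 in each sex), while among genes called in neither fit up to 22 in females and 41 in males (without mouse 8 and 6) did, and counts moved. With each array as its own replicate 1907 genes changed in males. With tumor arrays alone 511 changed in males. At a log2 fold change of at least 1, by which fewer genes can pass, 900 changed in females, 508 in males and 848 on average. The number of genes that differed between the sexes, 8, was 5 with a random block, 5 with tumor arrays only, 5 with surrounding arrays only, 3 with features of 1 symbol, where fewer were tested, and 2 without WT mice 9 and 13, a setting chosen after seeing the data. With 2 of the 4 KO females, where fewer mice are fitted, 1028 (mice 1 and 2), 1063 (1 and 3), 783 (1 and 4), 1768 (2 and 3), 1469 (2 and 4) and 2129 (3 and 4) genes changed. Of the lists, 0 passed in females, males, the interaction and tumor against surrounding tissue with an estimated correlation, 33 passed in females and 22 in males by fry, which passed 0 for the interaction and 0 for tumor, and 8 passed for tumor with no block. By the exact permutation test of the mean score per mouse, most lists passed in females, at an adjusted p of 0.0473. Those of cholesterol synthesis (0.222), primary bile acid synthesis (0.0841) and B and plasma cells (0.724) did not. The female-biased genes chosen in subsets of WT mice had a median of -0.56 in KO females with 100 genes each way, -1.58 with 50 and -0.21 with 200. Leaving out 1 mouse gave 1651 (without mouse 3) to 2735 genes in females, 349 (without mouse 5) to 1016 in males, 2 (without mouse 5) to 37 (without mouse 6) for the interaction, 2631 (without mouse 6) to 4197 on average, and 47 to 93 for sex in WT. It gave 29 to 35 lists in females, 31 to 36 in males, 6 to 16 (without mouse 5) for the interaction, and 10 (without mouse 1) to 21 for tumor. Without mouse 5 or 6 a KO group of 1 male is left, which is assumed to vary like the other groups. A male call lost there can follow from the smaller group. For females, leaving out mouse 5 and leaving out mouse 6 give the same fit, since the 1 KO male left adds nothing to the spread. Directions turned for NRF2 targets in genotype by sex interaction without mouse 5 (adjusted p = 0.8531, range 3.9e-07 to 0.8531), for PPAR alpha targets in genotype by sex interaction without mouse 6 (0.04038, range 2.5e-04 to 0.9629), for interferon response in genotype by sex interaction without mouse 11 (0.03825, range 0.009251 to 0.9766), and for fatty acid synthesis in tumor versus surrounding without mouse 6 (0.8014, range 6.3e-04 to 0.8014). Where no construction is named, the cause was not tested. The female count stayed within 1.5 times of 2736 under the scalings, filters, weights, blocks and single tissues run, from 1858 to 3942. Arrays of the same mouse shared a correlation of 0.30. Signal over background was not measured, and the filters on low values left 15018 and 10087 genes.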

Differences from the paper's values

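Of 361 log2 fold changes in the paper's tables (18 in Table S4, 304 of genes named here in Table S5, read as far as Fam83a, and 39 in Table S9), 5 differed from the present values by more than the standard error of the present value or in sign, and the others differed by at most 0.32. For Cyp7b1 in females the paper's value in Table S4, whose legend gives 5 animals in each group, is -1.44, and the present value is -0.39 (standard error 0.31), near the paper's -0.40839 in Table S5. The gap to Table S4 stayed under each of the 12 alternatives set before the data were examined in which the gene was tested (-0.54 to -0.24) and without any 1 mouse (-0.59 to -0.23). For Cyp2c69 in females the paper's value in Tables S9 and S5 is -5.78595, and the present value is -4.78 (standard error 0.73). It differs under the same 12 alternatives (-4.91 to -4.65) and without any 1 mouse (-4.85 to -4.22) but mouse 1, without which it is -5.82. Of 3 entries for Fabp5 in Table S5, the paper's first gives -0.0556335 in males and 1.11152 in females, and the present values are 0.18 (standard error 0.62) and 1.75 (standard error 0.51), which do not differ from the other 2 entries. For the first entry the male value does not differ with surrounding arrays (-0.28) or without mouse 6 (-0.46) or 14 (-0.20), and differs under the other 11 alternatives (0.03 to 0.63) and without another mouse (0.12 to 0.82). The female value does not differ with tumor arrays (1.46) or without mouse 2 (1.58), 9 (1.46) or 10 (1.61), and differs under the other 11 (1.64 to 2.04) and without another mouse (1.62 to 2.15).

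The methods of the paper name a model of genotype, sex and their interaction, and no term for the mouse. Of the alternatives here, the fit of the 20 arrays with no block has these terms. It counts the 2 arrays of a KO mouse as independent. At the paper's threshold, the paper's count of genes changed in males alone is 458, and the present count is 177. With the 20 arrays and no block it is 625, and with the mouse as a random block 344, which are within 1.5 times of the paper's, while it differs under the other alternatives set before the data were examined (137 with tumor arrays, 174 with surrounding arrays, 188 with quantile normalization, 182 with centring, 170 with trend and robust estimation, 230 with array weights, 199 and 192 with the filters, 170 with every feature, 178 with features of 1 symbol, 166 at a log2 fold change of at least 1, and 39 to 295 without 1 mouse) and in those chosen after seeing the data (136 with mouse 1 by its surrounding array and 260 without mice 9 and 13). As a share of changed genes the paper gives 11.6%, and the present share is 6.1%. It does not differ with no block (13.7%), a random block (9.6%), a log2 fold change of at least 1 (15.6%) or without mouse 2 (11.7%), 3 (12.3%), 4 (9.6%), 8 (11.4%), 9 (9.8%) or 10 (8.7%), nor, in a setting chosen after seeing the data that drops 7 of 49 calls in females and 7 of 27 in males among genes the paper names, without mice 9 and 13 (10.9%). It differs under the other scalings, filters, weights, tissues and features (5.8% to 7%) and without another mouse (1.4% without mouse 5 to 7.4%), and, chosen after seeing the data, with mouse 1 by its surrounding array (4.1%).

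The paper's count of genes changed in both sexes is 1001, and the present count is 661. It does not differ with no block (1282), a random block (888), array weights (802), the filters (812 and 859) or without mouse 2 (721) or 13 (774), nor, in settings chosen after seeing the data, with mouse 1 by its surrounding array (702), which drops 0 of the 49 and 27 calls among genes the paper names, or without mice 9 and 13 (670), which drops 7 and 7 of them. It differs with tumor arrays (374), surrounding arrays (617), quantile normalization (618), centring (620), trend and robust estimation (634), every feature (656), features of 1 symbol (667), a log2 fold change of at least 1 (342) and without another mouse (310 to 658).

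On the arrays, the paper excepts Cyp51 from the rise of cholesterol synthesis genes in tumors. From qPCR, the paper states that Cyp51 was no longer lower in KO livers of older mice, while on the arrays it fell in both sexes. The qPCR values were not in the file, so the cause of this gap was not tested. The paper states for tumors that Cyp7a1 and genes of cholesterol synthesis other than Cyp51 changed in females. The present groups average tumor and surrounding arrays. The model the paper names has no term for tissue, so whether its values rest on tumor arrays alone is not known. Of the 18 fold changes in Table S4, 1 differed from the averaged values here. Of the 15 such genes measured, 11 had a value above 0 in females, among them the 4 the paper tabulates, 1 rose (Sqle), 1 fell (Ebp, -0.71 (standard error 0.19, adjusted p = 0.0237), a call that ended with tumor arrays alone, 0.0714, without mouse 3, 4, 7 or 10 and, chosen after seeing the data, without mice 9 and 13, 0.0580) and 13 did not pass. Cyp7a1, Lss and Nsdhl missed the threshold, and so did Dhcr7 (0.37 (standard error 0.20, adjusted p = 0.27)) in every setting run. With tumor arrays alone Sqle passed (log2 fold change 0.82, adjusted p = 0.0458), and Cyp7a1 (-2.03, 0.101), Lss (1.16, 0.127), Nsdhl (0.52, 0.141) and Dhcr7 (0.33, 0.367) did not. Cyp7a1 passed with no block (adjusted p = 0.0261), a random block (0.0308), surrounding arrays (0.0398), quantile normalization (0.0481), centring (0.0419), the filters (0.0420 and 0.0364), without mouse 1 (0.0142) or 10 (0.0124) and, in a setting chosen after seeing the data that drops 0 calls among genes the paper names, with mouse 1 by its surrounding array (0.0252). Lss passed with no block (0.0281), a random block (0.0374) or without mouse 7 (0.0228), and Nsdhl with no block (0.0314), quantile normalization (0.0486) or without mouse 7 (0.0269) or 14 (0.0458). The paper names Ezh2, Foxa1 and Rb1 among genes changed in males, which missed the threshold here. Ezh2 passed with no block (0.0262) or surrounding arrays (0.0449), Foxa1 with no block (0.0155), a random block (0.0278), quantile normalization (0.0429) or without mouse 12 (0.0449), and Rb1 with no block (0.0218), a random block (0.0342) or the filter at a log2 value of 6 (0.0472).

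The paper names Tgfbr1, Bmp7, Col5a2 and Mmp9 as higher in females. Here Tgfbr1 had a log2 fold change of 0.66 (standard error 0.23, adjusted p = 0.0827), and passed with array weights or without mouse 2, Col5a2 had 0.82 (standard error 0.26, adjusted p = 0.0565), and passed with no block, a random block, the mice of that sex alone, array weights, the filters or without mouse 11, 12 or 14, Bmp7 fell with -0.45 (standard error 0.11, adjusted p = 0.0184), a call that ended without mouse 4, and Mmp9 had -0.91 (standard error 0.37, adjusted p = 0.133), and passed as lower with no block or a random block.

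The lists written here are not the paper's gene sets. The paper reports TGF-β and Wnt signalling and LXRα as altered in females alone. These lists did not pass camera here in either sex, and TGF-β signalling passed fry in females (adjusted p = 0.0493), while circadian entrainment, also named for females alone, passed camera in both sexes. By an exact permutation test of the mean score per mouse, TGF-β signalling passed in females (adjusted p = 0.0473). Wnt signalling (0.0841) and the LXRα targets (0.707) did not. CLOCK is reported as lower in both sexes. The core clock list missed the threshold in both, and passed as lower in males with a background of genes with a log2 value of at least 6 (0.0465) and without mouse 5 (0.0114). RORC is reported as lower in both sexes, and the list of its targets missed the threshold in females (0.0732). It passed as lower there with surrounding arrays (0.0302), by fry (0.0258), with that background (0.00939), without mouse 1 (0.0276) and, in a setting chosen after seeing the data that drops the HIF1α call in females (0.0540), with mouse 1 by its surrounding array (0.0424). HIF1α is reported as higher in both sexes, and the list of its targets missed the threshold in males (0.11), and passed as higher there with tumor arrays (0.0421) or without mouse 5 (0.0146). PPARα is reported as higher in females, where its targets missed the threshold (adjusted p = 0.314 from camera) and passed only as lower, with that background (0.0482).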

Other observations

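Of 14 pericentral genes, 0 rose, 9 fell and 5 did not pass the test (0 rose and 11 fell when adjusted over the list alone) in females (adjusted p = 4.7e-07 from camera, and adjusted p = 0.182 with an estimated correlation), and in males the median was -2.12 (adjusted p = 5.1e-09 from camera, and adjusted p = 0.139 with an estimated correlation). Oat, an ornithine aminotransferase, fell by 3.11 on the log2 scale in females and Slc1a2, a glutamate transporter, by 2.16. Periportal genes had a median of -0.57 in females (adjusted p = 9.8e-04 from camera, and adjusted p = 0.182 with an estimated correlation). Of 18 liver targets of β-catenin, 0 rose, 11 fell and 7 did not pass the test (0 rose and 14 fell when adjusted over the list alone) in females (adjusted p = 1.4e-10 from camera, and adjusted p = 0.128 with an estimated correlation), and Tbx3, a transcription factor, fell with a log2 fold change of -2.17 (standard error 0.26, adjusted p = 2.2e-04). Of 21 targets of NRF2, which governs the response to oxidants, 17 rose, 0 fell and 4 did not pass the test (17 rose and 0 fell when adjusted over the list alone) in females (adjusted p = 1.1e-14 from camera, and adjusted p = 0.0618 with an estimated correlation), and in males 8 rose, 0 fell and 13 did not pass the test (15 rose and 0 fell when adjusted over the list alone) (adjusted p = 6.3e-12 from camera, and adjusted p = 0.0698 with an estimated correlation).

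Of 19 markers of lipid-associated macrophages, 12 rose, 0 fell and 7 did not pass the test (14 rose and 0 fell when adjusted over the list alone) in females (adjusted p = 3.6e-11 from camera, and adjusted p = 0.128 with an estimated correlation), and Gpnmb, a glycoprotein of these cells, had log2 fold changes of 4.97 (standard error 0.32, adjusted p = 1.6e-06) in females and 3.56 (standard error 0.39, adjusted p = 3.8e-04) in males. Kupffer cell markers had a median of -0.49 in females (adjusted p = 0.484 from camera; -0.08 and adjusted p = 0.746 without mouse 7, where the direction of the test turned) and -1.16 in males (adjusted p = 0.00219 from camera, and adjusted p = 0.358 with an estimated correlation), where the call ended without mouse 5 (adjusted p = 0.0842) and by fry (0.165). Of 27 markers of bile ducts and ductular cells, 16 rose, 0 fell and 11 did not pass the test (21 rose and 1 fell when adjusted over the list alone) (adjusted p = 1.7e-12 from camera, and adjusted p = 0.126 with an estimated correlation), with Bicc1 at 2.84 (standard error 0.27, adjusted p = 3.5e-05). Targets of p53 were higher in females (median 0.59, adjusted p = 4.7e-07 from camera, and adjusted p = 0.142 with an estimated correlation), and so were metalloproteinases and their inhibitors (median 0.82, adjusted p = 2.9e-04 from camera, and adjusted p = 0.106 with an estimated correlation). The endothelial list (median 0.01, adjusted p = 0.621 from camera), T and NK cells (median 0.00, adjusted p = 0.854 from camera), neutrophils (median -0.44, adjusted p = 0.182 from camera; -0.01 and adjusted p = 0.932 without mouse 9, where the direction of the test turned, and adjusted p = 0.0418 without mouse 10), adipocytes and mesothelium (median -0.24, adjusted p = 0.163 from camera; -0.19 and adjusted p = 0.327 without mouse 9) and pancreatic and gut genes (median -0.38, adjusted p = 0.185 from camera; -0.18 and adjusted p = 0.763 without mouse 9) did not pass in females, and B and plasma cells were lower (median -0.30, adjusted p = 0.0322 from camera, and adjusted p = 0.547 with an estimated correlation), a call that ended without mouse 2 or 9 (adjusted p = 0.133 and 0.497), with tumor arrays alone (0.0643), by fry (0.271), with a background of genes with a log2 value of at least 6 (0.629) and, in a setting chosen after seeing the data, without mice 9 and 13 (0.453).

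Genes of sex difference were also chosen from WT mice. Over 36 splits of the WT mice, the 100 genes of highest female bias in one part had a median of -0.56 (SD 0.31 over splits) in KO females against the other part, below 0 in 34 splits, and -0.29 (SD 0.12) in KO males. The 100 genes of male bias had 0.13 (SD 0.20) and -0.13 (SD 0.37).

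Other splits of the mice were tried for the counts, for genes between tumor and surrounding tissue only after the result was seen. Chance can be excluded for the 2736 genes in females (highest other split 0, 1 split of 35 as large), for the 70 genes of sex in WT (highest other 1) and for the 4067 genes of the mean of the sexes (highest other 1634 over 100 splits drawn). Chance cannot be excluded by these splits for the 33 lists in females, since 5 of 35 passed as many and the highest passed 37. The other splits that passed as many (33, 33, 37 and 36 lists) kept 3 KO females on 1 side. They hold much of the KO difference, so the count of splits cannot decide for these lists. With 2 KO females on each side, 5 to 25 lists passed. Nor can chance be excluded for the 16 lists between tumor and surrounding tissue, where 16 of 32 exchanges passed as many and the highest passed 29. For genes between tumor and surrounding tissue 32 of 32 exchanges gave 0. The females alone allow 8 exchanges, too few for a share under 0.05, and the real and the highest other count were 0.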
